# Independence of HIF1a and androgen signaling pathways in prostate cancer

**DOI:** 10.1186/s12885-020-06890-6

**Published:** 2020-05-25

**Authors:** Maxine G. B. Tran, Becky A. S. Bibby, Lingjian Yang, Franklin Lo, Anne Y. Warren, Deepa Shukla, Michelle Osborne, James Hadfield, Thomas Carroll, Rory Stark, Helen Scott, Antonio Ramos-Montoya, Charlie Massie, Patrick Maxwell, Catharine M. L. West, Ian G. Mills, David E. Neal

**Keywords:** Prostate cancer, Androgen signaling, HIF1a signaling, Hypoxia

## Abstract

**Background:**

Therapeutic targeting of the androgen signaling pathway is a mainstay treatment for prostate cancer. Although initially effective, resistance to androgen targeted therapies develops followed by disease progression to castrate-resistant prostate cancer (CRPC). Hypoxia and HIF1a have been implicated in the development of resistance to androgen targeted therapies and progression to CRCP. The interplay between the androgen and hypoxia/HIF1a signaling axes was investigated.

**Methods:**

In vitro stable expression of HIF1a was established in the LNCaP cell line by physiological induction or retroviral transduction. Tumor xenografts with stable expression of HIF1a were established in castrated and non-castrated mouse models. Gene expression analysis identified transcriptional changes in response to androgen treatment, hypoxia and HIF1a. The binding sites of the AR and HIF transcription factors were identified using ChIP-seq.

**Results:**

Androgen and HIF1a signaling promoted proliferation in vitro and enhanced tumor growth in vivo. The stable expression of HIF1a in vivo restored tumor growth in the absence of endogenous androgens. Hypoxia reduced AR binding sites whereas HIF binding sites were increased with androgen treatment under hypoxia. Gene expression analysis identified seven genes that were upregulated both by AR and HIF1a, of which six were prognostic.

**Conclusions:**

The oncogenic AR, hypoxia and HIF1a pathways support prostate cancer development through independent signaling pathways and transcriptomic profiles. AR and hypoxia/HIF1a signaling pathways independently promote prostate cancer progression and therapeutic targeting of both pathways simultaneously is warranted.

## Background

Androgen signaling drives prostate cancer development and progression. Endogenous androgens, testosterone and dihydrotestosterone, bind to the intracellular androgen receptor (AR) which translocates to the nucleus. The AR functions as a transcription factor and activates downstream signaling pathways associated with proliferation, invasion and metabolism [1]. Androgen deprivation therapy (ADT) inhibits AR signaling by blocking the production of androgens or by inhibiting androgen binding to the AR. ADT is used to treat localized, locally advanced and metastatic disease and an estimated 50% of prostate cancer patients receive ADT [2]. Although ADT is initially effective, resistance subsequently develops and the AR signaling pathway remains active even in the absence of endogenous androgens. The development of androgen independent or castrate-resistant prostate cancer (CRPC) is associated with the presence of metastases and a rapid clinical demise [3]. Identifying which patients will progress to CRPC is a major challenge in the treatment of prostate cancer. Understanding the biology that underpins progression to CRPC will support the development of novel strategies to identify, prevent and treat CRPC.

AR activity during CRPC can be sustained through a number of alterations in the expression of the AR, in signaling pathways and in the expression and activity of other transcription factors which can interact with the AR [4]. One of the earliest examples of these changes was the identification of significant X chromosome copy number amplification encompassing the AR gene locus in a significant percentage of CRPC cases [5]. This was associated with AR overexpression and believed to contribute to androgen hypersensitivity. More recently AR splice variants have been reported to be expressed in CRPC which lack the ligand binding domain and display constitutive transcriptional activity and regulate the expression of an altered repertoire of target genes [6]. Researchers working on signaling pathways have identified AR phosphorylation sites for Akt and other important kinases functional downstream of receptor tyrosine kinases [7]. These sites are also thought to maintain AR transcriptional activity under conditions of androgen deprivation. The AR has also been shown by us and others to interact with a range of other transcription factors capable of recruiting into chromatin-associated transcriptional complexes under conditions of androgen deprivation. These include a number of ETS family transcription factors amongst which we have identified ETS1 [8] and GABPA [9] and others have reported interactions with ERG and ETV1 [10–12]. Such interactions are believed to alter the identity of AR binding sites across the genome and consequently also the identity of genes that are regulated by AR recruitment to the genome. It is possible that this is also the basis for effects of the hypoxia inducible factor (HIF) pathway on the AR [13]. HIF is a heterodimer, consisting of a constitutively stable HIF1b and a tightly regulated HIF1a subunit. Under oxygenated conditions, the HIF1a protein is ubiquitinated and rapidly degraded. In the absence of oxygen, HIF1a is stabilized and dimerizes with HIF1b subunits to form an active HIF transcription complex. HIF translocates to the nucleus and induces the expression of genes associated with metabolism, angiogenesis, invasion and cell survival. Hypoxia-independent stabilization can also occur– a condition referred to as pseudohypoxia [14] [15]. Expression of HIF is associated with increased risk and a poor prognosis in prostate cancer [16, 17].

Crosstalk between the AR and hypoxia/HIF has been reported. ADT in hypoxia promotes adaptive androgen/AR-independence, and confers resistance to androgen/AR-targeted therapy [18] . Co-immunoprecipitation assays have confirmed a direct interaction between AR and HIF1a, and ChIP analysis showed HIF1a interacts with the AR on the PSA gene promoter [19]. Hypoxia induced activation of HIF can also increase expression of the AR [20, 21]. As AR and HIF signaling pathways are major signaling hubs and oncogenic drivers of prostate cancer progression, this study aimed to investigate further the relationship between them. Here we report for the first time that combined AR and HIF1a signaling in vivo promotes tumor growth and demonstrate the capacity of HIF1a to promote tumor growth in the absence of endogenous androgen in vivo. We also show that the AR and HIF/hypoxia signaling pathways function independently regulating the transcription of different subsets of genes with few shared targets.

## Methods

### Cell culture

LNCaP, LNCaP-Bic, LNCap-OHF and PC3 cell lines (and the corresponding stable transfectants) were cultured in RPMI with glutamine and 10% fetal calf serum. LNCaP and PC3 cell-lines were procured from the ATCC repository. LNCaP-Bic and LNCaP-OHF cell-lines were derived through long term culture in bicalutamide and hydroxyflutamide and were provided by Prof. Zoran Culig (Medical University Innsbruck, Austria). For hypoxia experiments, cells were exposed to 1% oxygen using either a hypoxic workstation (INVIVO2, Ruskinn, Leeds, UK) or a hypoxic incubator. For AR signaling experiments, LNCaP cells were grown in charcoal stripped serum for 96 h prior to adding synthetic androgen (R1881) or vehicle control (ethanol). All cell-lines were authenticated by STR Profiling using the ATCC Authentication Service and were subjected to PCR-based mycoplasma testing every 2 weeks throughout the course of the study with negative results throughout. Ethics approval was not required for the derivation and propagation of any of the cell-lines used in this study.

### Infection of HIF1a retroviral vectors

A model of pseudohypoxia was established in androgen-sensitive LNCaP cells by viral transfection of a vector encoding HIF1a with two amino acid substitutions which prevented its degradation in the presence of oxygen. Viral supernatants were prepared by transfecting the Phoenix packaging cell line (Orbigen, San Diego, CA) using Lipofectamine 2000 (Life Technologies, Paisley, UK). After initial transfection, Phoenix cells were grown at 32 °C. The supernatant was collected and filtered (0.45 μm), then supplemented with a 1:4 volume of fresh medium with 7.5 μg/mL Polybrene (Sigma, Poole, UK), and added to LNCaP cells plated on p100 dishes at 30–40% confluence. After 20 h, cells were washed, and fresh media added for 20 h before a second round of transfection and G418 selection. The constitutively active form of HIF1a (carrying two substitutions: P402A and P564A) was cloned into pBMN-I-EGFP.

### Western blot analysis

Cell lysis involved urea-SDS buffer supplemented with phenylmethylsulfonyl fluoride (PMSF) as previously described [1]. Immunoblots were visualized with enhanced chemiluminescence reagent or enhanced chemiluminescence plus reagent (Amersham, Arlington Heights, IL). Antibodies used were HIF1a (clone 54, Transduction Labs, Lexington KY) and α tubulin (CRUK).

### Xenograft experiments

Xenograft tumors were generated with LNCaP/Empty and LNCaP/HIF1-clone 1 cells that stably expressed a fusion protein of luciferase and yellow fluorescent protein (YFP). There were four groups (Full/non-castrated + LNCaP/Empty, Full/non-castrated + LNCaP/HIF1a clone 1, Castrated + LNCaP/Empty and Castrated + LNCaP/HIF1a clone 1), each consisting of five mice. Tumor growth was monitored weekly through bioluminescence with an IVIS camera (Xenogen) [1].

### Clinical material and immunohistochemistry

Clinical samples were collected from Cambridge University Hospitals NHS Trust as part of the PROMPT study, and ethical approval was granted by the local research and ethics committee (LREC number: 02/281 M) and by the multicenter research and ethics committee (MREC number 01/4061). A tissue microarray (TMA) was constructed, consisting of at least two tumor cores with matched benign prostate tissue cores from each of 41 patients with CRPC. Sections 3 μm thick were mounted on Snowcoat X-tra slides (Surgipath, Richmond, IL), dewaxed in xylene and rehydrated using graded ethanol washes. For antigen retrieval, sections were immersed in preheated DAKO target retrieval solution and treated for 90 s in a pressure cooker (DAKO, Glostrup, Denmark). Antigen/antibody complexes were detected using the DAKO catalyzed signal amplification (CSA) system according to the manufacturer’s instructions. Sections were counterstained with hematoxylin for 30 s, dehydrated in graded ethanol washes and mounted (Lamb, London, UK). A rabbit pAb was used for HIF1a immunohistochemistry in the xenograft tumors (#NB 100–479, Novus Biologicals, Oxford, UK) and a mouse mAb was used for HIF1a immunohistochemistry in the CR-TMA (H1α67 # NB 100–105, Novus Biologicals). Immunohistochemistry staining was scored by two independent blinded assessors as 1 (negative), 2 (< 25% of nuclei staining), 3 (25–50% of nuclei staining), 4 (majority of cells – weak staining), 5 (majority of cells – moderate staining) and 6 (majority of cells – strong staining).

### Illumina HumanWG v2 BeadArray data analysis

LNCaP, LNCaP/Empty and LNCaP/HIF1a clone 1 cells were grown in charcoal stripped serum for 96 h prior to adding 1 nM R1881 or 0.01% ethanol (vehicle control) for 4 h and extracting RNA. Total RNA was extracted using Trizol and isopropanol precipitation, according to the manufacturers’ instructions. Quality control was performed with an Agilent Bioanalyser. cRNA was generated and biotin labelled using the Illumina TotalPrep RNA Amplification Kit, according to the manufacturers’ instructions. 250 ng of RNA was hybridized per sample in accordance with the manufacturers’ instructions and the literature [22]. Scanning was performed using Standard Illumina protocols.

For hypoxia experiments, LNCaP cells were exposed to 1% hypoxia or normoxia for 24 h prior to RNA extraction. Gene expression data were generated using the Illumina HumanWGv2 BeadArrays. After background correction, normalization and log2 transformation, differential expression analysis was performed with LIMMA on probe set level. Probe sets with bad and no match probe scores were omitted from analysis. False discovery rate adjusted *P* value of 0.05 and 1.5 fold change were applied as cut-off.

### Chromatin Immunoprecipitation

ChIP and re-ChIP was performed as previously described [8, 23]. Cells were cultured in phenol red-free RPMI media supplemented with 10% charcoal dextran-stripped FBS for 72 h before adding 1 nM R1881 or 0.01% ethanol for 4 h. For hypoxic experiments, cells were placed in a hypoxic incubator at 1% oxygen for 12 h prior to adding R1881 or ethanol. AR (AR N20, Sc-816X, Santa Cruz), HIF1a (ab2185, Abcam), H3K4me1 (pAb 194–050 Diagenode) and H3K4me3 (pAb 003–050, Diagenode, Seraing, Belgium) antibodies were used in the assay. ChIP enrichment was tested by real-time PCR and the remainder was used for single-end SOLEXA library preparation.

### ChIP-seq SOLEXA library preparation

Single-end SOLEXA sequencing libraries were prepared as previously described [23]. Sequence reads were generated using an Illumina Genome Analyzer II and mapped to the reference human genome before peak calling. Called peaks were analysed in R using ChIPpeakAnno package [24].

### Data deposition

Microarray and ChIP-seq data generated have been deposited within the National Center for Biotechnology Information (*NCBI*) Gene Expression Omnibus (GEO) database (https://www.ncbi.nlm.nih.gov/geo/) under GSE114734.

*Patient cohorts, endpoints and statistical analysis.*

Five prostate cancer gene expression cohorts with publically available patient survival data were used to evaluate the prognostic significance of selected genes: TCGA [25], Taylor et al. GSE21032 [26], Long et al. GSE54460 [27], Ross-Adams et al. GSE70770 [25] and Sboner et al. GSE16560 [28] (Supplementary Table 1). For TCGA, GSE54460, GSE70770, GSE16560 gene expression data were downloaded directly. For GSE21032, raw CEL files were downloaded and processed using aroma package.

Biochemical recurrence-free (BCR) survival was the primary endpoint, except for Sboner where only overall survival was available. Patients were stratified into high and low risk groups based on cohort median expression of the gene of interest. Survival estimates were performed using the Kaplan-Meier method. The log-rank test was used to test the null hypothesis of equality of survival distributions. Hazard ratios (HR) and 95% confidence intervals (CI) were obtained using the Cox proportional hazard model.

## Results

### HIF1a expression promotes proliferation and resistance to ADT in vitro and in vivo

The stable overexpression of HIF1a in LNCaP/HIF1a clone 1 and clone 2 (Supplementary Fig. 1A) cells increased proliferation and resistance to ADT (bicalutamide) in vitro (Fig. 1). Growth rate decreased in response to ADT in LNCaP/Empty but not LNCaP/HIF1a cells. HIF1a expression was also detected in normoxia in ADT resistant (LNCaP-Bic, LNCaP-OHF) and androgen-independent (PC3) cells but not in androgen sensitive (LNCaP) cells (Supplementary Fig. 1). LNCaP/HIF1a xenografts grew faster than the LNCaP/Empty tumors, and were resistant to ADT (castrated mouse model; Fig. 2).

**Fig. 1:**
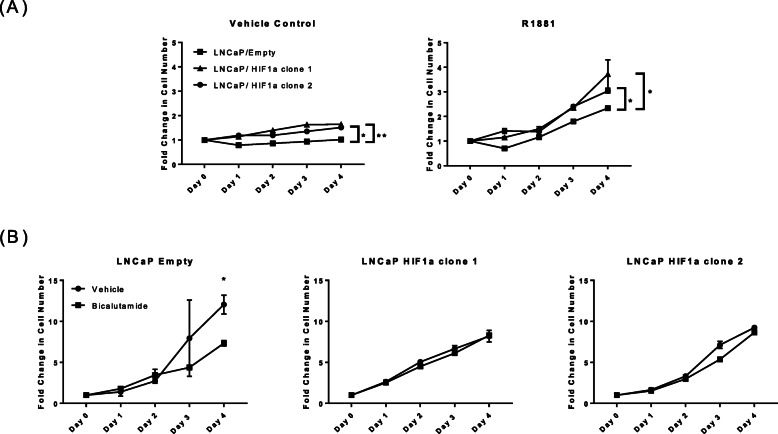
HIF1a overexpression in the androgen dependent LNCaP cell line increased proliferation and resistance to androgen deprivation therapy. **a**, stable HIF1a expression increased cell proliferation compared to the LNCaP/Empty control cells when cells were treated with the ethanol vehicle control or synthetic androgen R1881 (two way multiple comparison ANOVA; *p < 0.05, **p < 0.01). **b**, stable HIF1a expression led to resistance to bicalutamide treatment (two-tail t-test, * *p* = 0.058). Data points represent the mean of three intra-assay and two biological repeats ± SEM. Differences in growth rates are due to cells grown in media containing charcoal stripped serum (androgen depleted media) for 96 h prior to treatment (**a**) or in standard RPMI median with FBS that contains androgen and growth stimulants (**b**)

**Fig. 2:**
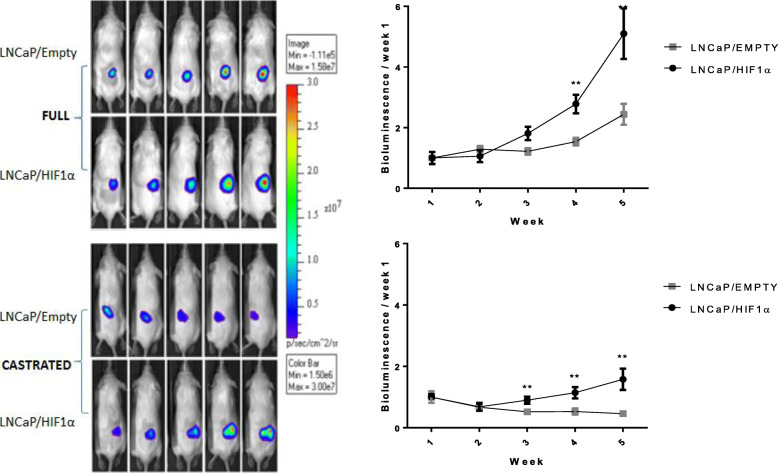
HIF1a accelerated tumor growth in non-castrated (full) and castrated mice. A, tumor xenografts derived from the LNCaP/HIF1a clone 1 cell line showed accelerated growth in full and castrated mice however LNCaP/HIF1a tumors grew significantly slower in the castrated mouse compared to the full mouse model. In the castrated mice LNCaP/HIF1a tumors continued to grow whilst the empty control clone regressed (data points represent the mean ± SEM, two-way ANOVA; **p < 0.01)

### Castrate resistant prostate cancers have high HIF1a expression

HIF1a immunohistochemistry showed high levels of HIF1a expression in CRPC. All CRPC biopsies expressed HIF1a in comparison with only 57% of benign tumors. Sixty-eight percent of CRPC biopsies had strong HIF1a staining compared with just 8% of benign tissue (Supplementary Fig. 2).

### Only seven genes upregulated by both androgen and HIF1a

In LNCaP cells, gene expression analysis identified 336 genes upregulated in response to synthetic androgen (Supplementary Table 2) and 579 genes in response to hypoxia (Supplementary Table 3). Forty-seven genes were upregulated by both androgen and hypoxia (Fig. 3a). 

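The expression data comprised 36 Illumina BeadArrays of LNCaP cells carrying an empty vector (LNCaP/Empty) or a stable HIF1a transgene. LNCaP/Empty and the HIF1a clone labelled HIF12 were each measured after 4 h of 1 nM R1881 or vehicle, following 96 h in charcoal stripped serum, with n = 5 arrays per group. HIF12 was taken as LNCaP/HIF1a clone 1, since it was the only HIF1a clone given R1881. Further arrays labelled Normal covered LNCaP/Empty (n = 6), HIF12 (n = 5) and another HIF1a clone, HIF49 (n = 5); the labels do not define Normal, and nothing says whether the arrays of a group came from separate cultures. Scanner intensities and detection p-values were background corrected with limma nec, quantile normalized and log2 transformed, and limma was fitted to 48105 probes, of which between 15374 and 17839 were detected per array. A gene was called when 1 of its probes had a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 1.5-fold, as in the study.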

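R1881 increased the known androgen targets of LNCaP/Empty cells within 4 h. SGK1, a serum and glucocorticoid regulated kinase, was 22.6-fold higher with R1881 than with vehicle (log2 fold change 4.50, SE 0.15, n = 5 per group, adjusted p = 2.8e-21 from limma), and FKBP5, a co-chaperone of steroid receptors, was 5.2-fold higher (log2 2.38, SE 0.10). The prostate proteases KLK3 and TMPRSS2 were 2.41-fold and 4.56-fold higher, and KLK2 was higher too, from a vehicle level detected on only 2 of 5 arrays (5.82 ± 0.52, SD). SNAI2, a transcription factor of epithelial-mesenchymal transition, was not detected in vehicle and was at least 8.02-fold higher. The opioid receptor gene OPRK1 fell by 1.65 on the log2 scale (SE 0.11) and BAMBI, a TGF-beta pseudoreceptor, fell by 1.32 (SE 0.09). For each of these genes every R1881 array lay on the same side of every vehicle array. Of 72 androgen response genes, 37 were higher, 0 lower and 35 did not pass (39 higher adjusted over the list alone; 56 had an unadjusted p under 0.05 in limma), and the list ranked above the other genes (camera adjusted p = 1.8e-84, and 7.5e-09 with an estimated correlation). VEGFA, best known as a hypoxia target, was 2.71-fold higher, but of 60 HIF and hypoxia targets 6 were higher, 2 lower and 52 did not pass (adjusted p = 0.23). Over 20045 genes, 260 were higher and 104 lower. Without background correction, or in the deposited table of quantile normalized values, 155 were higher and 40 lower.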

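HIF1A, the gene of the transgene, was 2.94-fold higher in HIF12 than in LNCaP/Empty in vehicle by 1 of its 3 probes (log2 9.92 ± 0.26 against 8.36 ± 0.38, SD, n = 5 per group, adjusted p = 0.0012 from limma) and 2.24-fold higher by another (log2 fold change 1.17, SE 0.23). On both probes every HIF12 array lay above every LNCaP/Empty array, while the third probe did not differ past the threshold (log2 fold change 0.15, adjusted p = 0.9). The largest other differences lay outside the known hypoxia genes. NTNG1, a membrane protein of axon guidance, was detected on every HIF12 array and on no LNCaP/Empty array (at least 5.02-fold higher), and MAGEC2, a cancer-testis antigen, was 5.33-fold higher (log2 2.42, SE 0.13). TCEA3, a transcription elongation factor, was detected on every LNCaP/Empty array and on no HIF12 array (at least 27.3-fold lower), and MAP1LC3A, an autophagy protein, fell by 3.06 on the log2 scale (SE 0.16, detected on 3 of 5 HIF12 arrays). The androgen target KLK3 fell by 1.12 (SE 0.14, adjusted p = 2.3e-06), whereas TMPRSS2 (log2 0.47, adjusted p = 0.24) and FKBP5 (log2 -0.18, adjusted p = 0.54) did not pass. Of the androgen response genes measured, 3 were higher, 2 lower and 67 did not pass (camera adjusted p = 0.65). In all, 192 genes were higher and 182 lower in HIF12. Without background correction these counts were 59 and 72. Only 1 HIF1a clone was measured in vehicle, so these are differences of that clone from LNCaP/Empty.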

There were 149 genes upregulated in response to synthetic androgen in LNCaP/Empty cells and 56 genes upregulated in response to stable HIF1a expression (Fig. 3b). 

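TWIST1, a transcription factor of epithelial-mesenchymal transition, was 1.98-fold higher with R1881 in LNCaP/Empty cells (log2 0.99, SE 0.10, n = 5 per group, adjusted p = 1.9e-08 from limma) and 1.78-fold higher in HIF12 than in LNCaP/Empty in vehicle (log2 0.83, SE 0.10, adjusted p = 1.1e-06). JAG1, a Notch ligand, was 3.1-fold higher with R1881 and 2.12-fold higher in HIF12, and PPFIBP2, a liprin scaffold protein, was 1.73-fold and 1.65-fold higher. For these 3 genes no array of the higher group overlapped the LNCaP/Empty vehicle arrays, as the plot of log2 levels by group shows. TWIST1 was also higher in Normal, by 2.28-fold in HIF12 and 2.76-fold in HIF49. JAG1 was 1.77-fold and 1.69-fold higher there. Those calls were lost without background correction (log2 0.45 and 0.42) and, in HIF49, with only the compared arrays in the fit. PPFIBP2 was higher by under 1.5-fold in HIF12 (10.35 ± 0.11 against 9.97 ± 0.15, SD) and did not pass in HIF49 (adjusted p = 0.42 from limma). KCNN2 had no probe named for it. Together, 19 genes were higher in both comparisons, 7.31% of the androgen genes and 9.9% of the HIF1a genes, among them KLK2, detected on 2 of 5 LNCaP/Empty vehicle arrays, whose HIF12 call was lost without HIF12 vehicle replicate 4, without background correction, with plain normexp and with only the compared arrays in the fit. Independent lists of these sizes would share 2.49 genes (Fisher's exact test, 1-sided, p = 7.8e-12), and lists matched on mean signal shared 4.21 on average and 13 at most in 10000 draws (p = 1e-04, the smallest they can give). KLK3 and THBS1 were among 4 genes higher with R1881 but lower in HIF12. Both comparisons use the same 5 vehicle arrays of LNCaP/Empty, so chance differences of these arrays enter both. Simulated groups without a change shared 0 genes in limma in each of 50 simulations, a value without effects that sets no bound for lists that hold real ones. With the vehicle arrays divided between the comparisons, the overlap was 7 to 15 genes (median 11) beside 1.4 to 2.13 for independent lists, and held 4 or 5 of the 6 genes TWIST1, JAG1, PPFIBP2, SPRED1, IGFBP3 and NDRG1. The covariance of the fold changes over all probes was 0.00938 beside a simulated mean of 0.0112, and between -0.00257 and 0.00218 with the arrays divided. With no array shared, in Normal, HIF12 shared 20 genes with the androgen list (2.59 for independent lists, 4.35 for lists matched on mean signal). HIF49 shared 13 (2.24 and 3.77). The HIF12 overlap in Normal fell to 6 without background correction. The overlap in vehicle was 11 without HIF12 vehicle replicate 4, the lowest with any 1 array left out. BEND4, IGFBP3, KLK2, KRT19, MALT1, PMAIP1, SPOCK1 and TARP then left it. Among genes that R1881 increased, that array read TMPRSS2 at 12.55 (other HIF12 vehicle arrays 11.04 to 11.26) and SPRED1 at 9.42 (8.84 to 8.97). It did not stand apart for TWIST1, PPFIBP2, JAG1, IGFBP3, NDRG1, KLK3 or FKBP5. The overlap was 6 without background correction, namely TWIST1, JAG1, PPFIBP2, SPRED1, IGFBP3 and NDRG1.

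**Figure D1:**
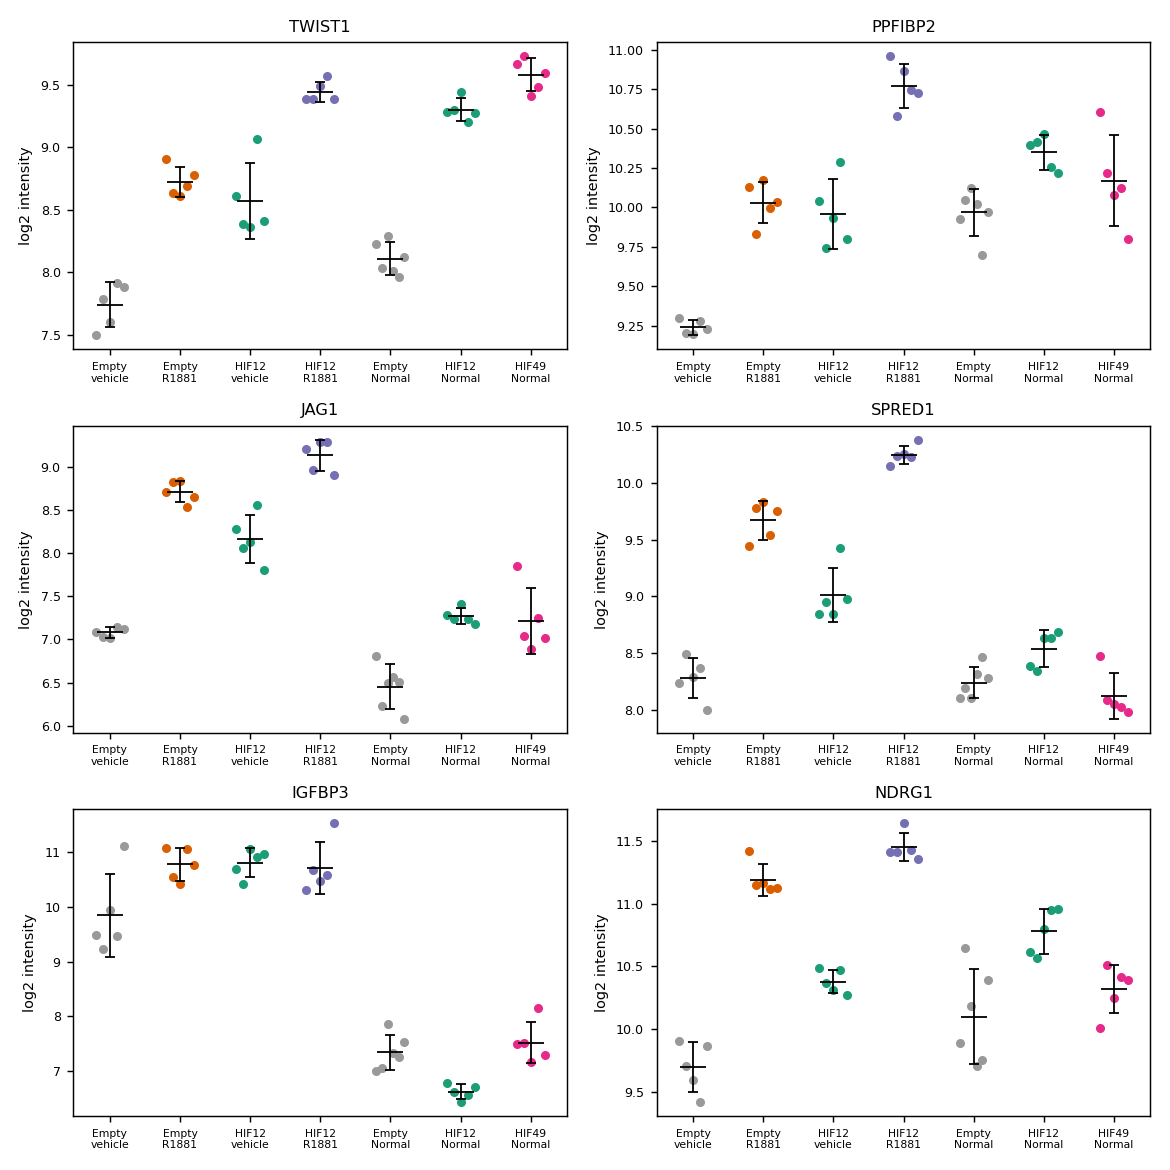
Log2 level of 6 genes on each array by group (points), with the mean and SD (bars). TWIST1, at 7.74 ± 0.18 in LNCaP/Empty vehicle, lay at 8.72 ± 0.12 with R1881 and at 8.57 ± 0.30 in HIF12 vehicle.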

Only seven genes (*TWIST1*, *KCNN2*, *PPFIBP2*, *JAG1*, *SPRED1*, *IGFBP3, NDRG1*) were upregulated by both androgen and HIF1a (Fig. 3b). Three genes (*SPRED1*, *IGFBP3, NDRG1)* were upregulated by androgen, hypoxia and stable HIF1a expression.

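In the androgen and HIF1a arms, SPRED1, an inhibitor of Ras-MAPK signaling, was 2.62-fold higher with R1881 in LNCaP/Empty cells (log2 1.39, SE 0.11, n = 5 per group, adjusted p = 2.2e-11 from limma) and 1.66-fold higher in HIF12 than in LNCaP/Empty in vehicle (log2 0.73, SE 0.11, adjusted p = 3.1e-05). NDRG1, a stress response gene induced by hypoxia, was 2.82-fold (log2 1.50, SE 0.13) and 1.61-fold higher (log2 0.69, SE 0.13). IGFBP3, which binds insulin-like growth factors, was 1.9-fold higher with R1881 (adjusted p = 0.04) and 1.94-fold higher in HIF12 (adjusted p = 0.023) by 1 of its 2 probes, with overlapping arrays (10.78 ± 0.30 and 10.81 ± 0.26 against 9.85 ± 0.76, SD). The other IGFBP3 probe did not pass in either comparison (adjusted p = 0.12 and 0.13), but did without LNCaP/Empty vehicle replicate 5 (log2 1.18 and 1.11) and without background correction (log2 0.75 and 0.69). The call of the first probe with R1881 was lost without any 1 of 7 arrays (LNCaP/Empty R1881 replicates 1, 4 and 5 and vehicle replicates 1, 2, 3 and 4), with log2 fold changes of 0.77 to 0.95, and that in HIF12 without any 1 of 6 arrays (LNCaP/Empty vehicle replicates 1, 2 and 4 and HIF12 vehicle replicates 3, 4 and 5), with 0.80 to 0.93. With median scaling, or with only the compared arrays in the fit, IGFBP3 was not among the genes higher in both comparisons. In Normal, NDRG1 was higher in HIF12 (log2 0.68, adjusted p = 0.00047) but did not pass in HIF49 (log2 0.22, adjusted p = 0.49). SPRED1 did not pass in either clone (log2 0.29 and -0.12), nor did IGFBP3 (log2 -0.72 and 0.19), although the same value in HIF12 passed without LNCaP/Empty vehicle replicate 5 or with only the compared arrays in the fit. Within HIF12, R1881 increased SPRED1 (log2 1.24) and NDRG1 (log2 1.07), and IGFBP3 did not pass (log2 -0.09). None of the 36 arrays was labelled as hypoxia.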

**Fig. 3:**
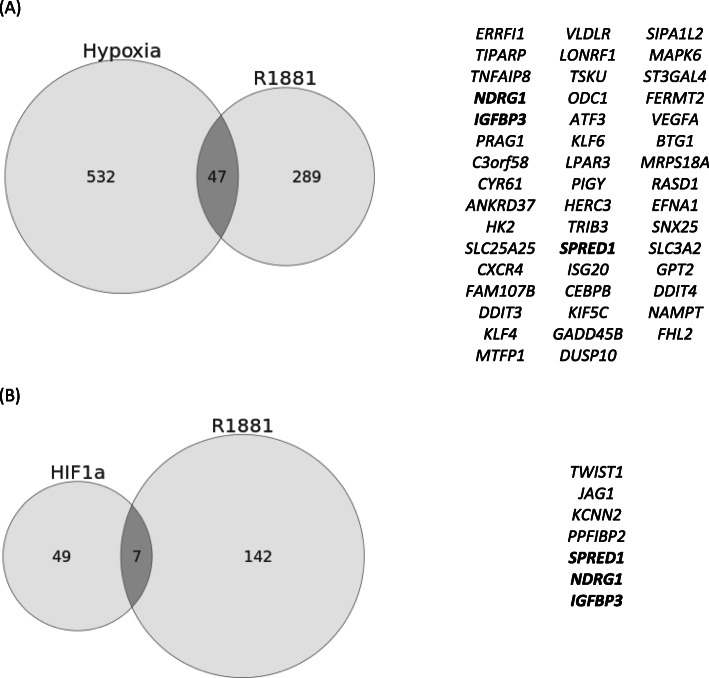
Genes upregulated by androgen (R1881), hypoxia and HIF1a in LNCaP cells. **a**, 47 genes upregulated by androgen (LNCaP vehicle control vs. LNCaP R1881, right circle) were independently upregulated by hypoxia (LNCaP normoxia vs. LNCaP 1% hypoxia, left circle). **b**, 7 genes upregulated by HIF1a overexpression (LNCaP Empty vs. LNCaP HIF1a, left circle) were also independently upregulated by androgen (LNCaP Empty vehicle control vs. LNCaP Empty R1881, right circle). Three genes were independently upregulated by and androgen, hypoxia and HIF1a (*SPRED1*, *NDRG1* and *IGFBP)*

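The legend does not state the treatment under which LNCaP/HIF1a was compared with LNCaP/Empty, and HIF12 was also measured with R1881 and in Normal. NTNG1, by the 1 of its 2 probes that was detected on no LNCaP/Empty array, was at least 5.52-fold higher in HIF12 with R1881 and at least 9.31-fold higher in Normal, and TCEA3 was at least 28.3-fold and 28.2-fold lower (n = 5 arrays per group, and 6 of LNCaP/Empty in Normal). With R1881, KLK3 was lower in HIF12 by log2 -1.33 (SE 0.14, adjusted p = 6.3e-08 from limma) and FKBP5 by log2 -0.84 (SE 0.10, adjusted p = 6e-07). In Normal KLK3 was lower (log2 -0.95), while KLK2, its neighbor in the kallikrein locus, was higher (log2 1.43, SE 0.20). With R1881, 314 genes were higher and 232 lower in HIF12, or 622 and 145 with median scaling in place of quantile normalization and 83 and 99 without background correction. In Normal, 200 were higher and 208 lower, or 72 and 73 without background correction. A set of 85 genes was higher in HIF12 under all 3 treatments, among them HIF1A, NTNG1 and MAGEC2. Only 16 of them, with HIF1A and NTNG1 but not MAGEC2, were also higher in HIF49 in Normal. MAGEC2 was detected on no HIF49 array, and TCEA3 was not lower there (11.03 ± 0.07 against 10.7 ± 0.03 in LNCaP/Empty, SD). The androgen genes of LNCaP/Empty shared 13 genes with the R1881 comparison, TWIST1 and PPFIBP2 among them (4.07 for independent lists, Fisher's exact test, 1-sided, p = 0.00025). JAG1, SPRED1, IGFBP3 and NDRG1 were not among these 13. With R1881, SPRED1 read 10.25 ± 0.08 in HIF12 and 9.67 ± 0.17 in LNCaP/Empty (log2, SD), and passed without any 1 of 6 arrays (log2 0.585 to 0.623). In a permutation test over genes, lists matched on mean signal shared 6.62 on average and 18 at most (p = 0.01), and the 2 lists compared use the same R1881 arrays of LNCaP/Empty, once as treated and once as control.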

### AR and HIF transcription factor binding sites increase differently in response to androgen and hypoxia, respectively

ChIP-seq analysis identified global AR and HIF DNA binding sites in LNCaP cells exposed to synthetic androgen under normoxia and hypoxia. There were more AR (called peaks range 18,404 to 70,064) compared to HIF (range 523 to 5795) transcription factor binding sites (Table 1). The number of AR binding sites increased with androgen treatment and decreased in hypoxia. However, while hypoxia almost halved the number of AR binding sites, they increased when androgen was added under hypoxia (from 18,404 to 45,635) suggesting an interplay between hypoxia and androgen signalling at the level of AR recruitment to chromatin. AR binding sites were highly conserved between the vehicle control and androgen treated cells exposed to normoxia (86%) and hypoxia (79%) (Fig. 4a). As expected hypoxia increased the number of HIF binding sites, the greatest number of HIF binding sites was observed in cell treated with combined hypoxia and androgen treatment (Table I). HIF binding sites were not conserved in cells between normoxia and hypoxia in the absence (6%) or presence (3%) of androgen (Fig. 4b). These experiments show androgen increases the number of AR binding sites while conserving those present in the absence of androgen, i.e. AR binds to additional sites. In contrast, hypoxia increases the number of HIF binding sites but with little conservation, i.e. HIF binds to different sites in hypoxia. These observations highlight differences in the effect on transcription when the AR responds to androgen and HIF to hypoxia.

**Table 1:** ChIP-seq global called peaks for AR, HIF and histone methylation markers

Antibody	Condition	Called peaks
AR	R1881/Normoxia	70,064
AR	R1881/Hypoxia	45,635
AR	Ethanol/Normoxia	35,320
AR	Ethanol/Hypoxia	18,404
HIF	R1881/Normoxia	523
HIF	R1881/Hypoxia	5795
HIF	Ethanol/Normoxia	1181
HIF	Ethanol/Hypoxia	1746
H3K4Me1	R1881/Normoxia	74,269
H3K4Me1	R1881/Hypoxia	79,415
H3K4Me1	Ethanol/Normoxia	90,818
H3K4Me1	Ethanol/Hypoxia	95,424
H3K4Me3	R1881/Normoxia	16,419
H3K4Me3	R1881/Hypoxia	18,627
H3K4Me3	Ethanol/Normoxia	24,358
H3K4Me3	Ethanol/Hypoxia	38,929

**Fig. 4:**
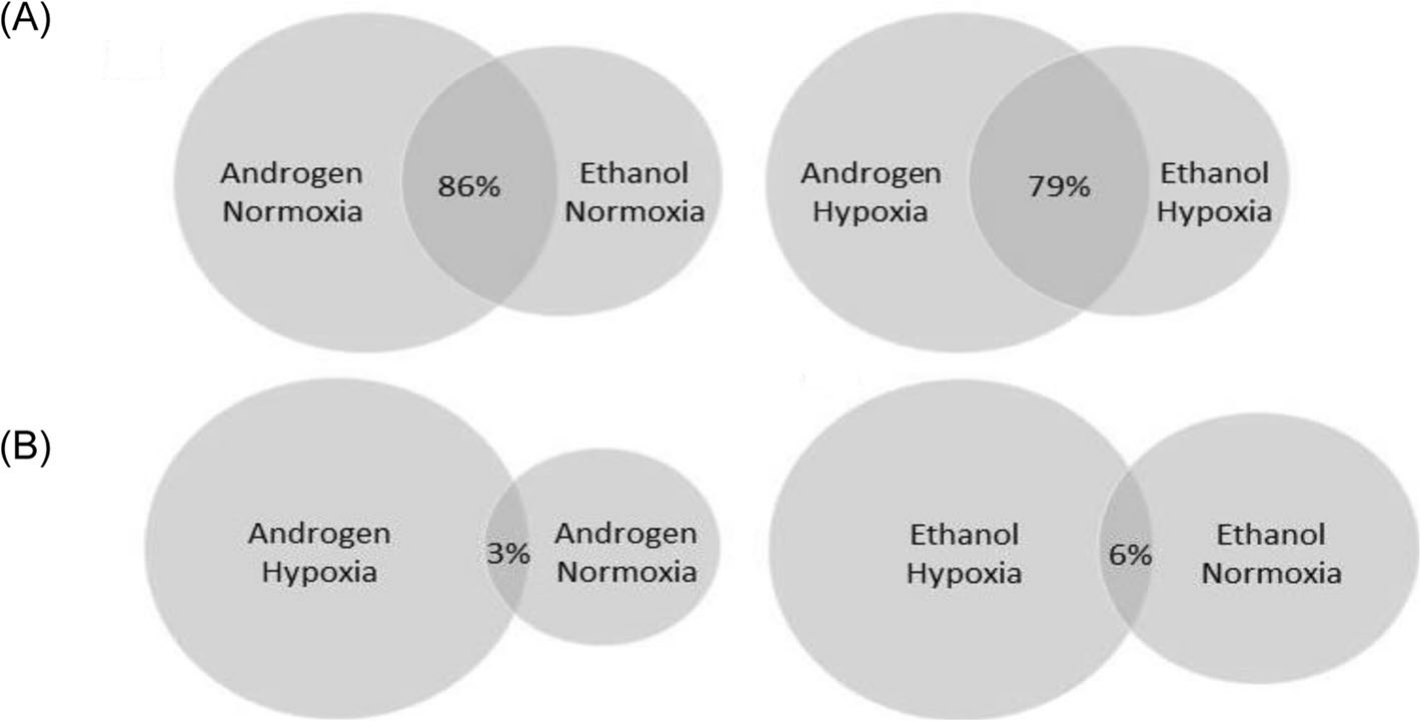
Conservation of AR and HIF binding sites. **a**, The majority of AR binding sites were conserved following androgen treatment. Of the 35,320 AR called peaks in the normoxic ethanol vehicle control 86% were conserved in the normoxic R1881 treated cells (*left*). Of the 18,404 AR called peaks in the hypoxic ethanol vehicle control 79% were conserved in the hypoxic androgen treated cells under (*right*). **b**, HIF binding sites were not conserved upon hypoxic exposure. Of the 523 HIF called peaks in the normoxic androgen cells 3% were conserved in the hypoxic androgen treated cells under (*left*). Of the 1181 HIF called peaks in the normoxic ethanol vehicle control 6% were conserved in the hypoxic ethanol vehicle control cells (*right*)

Not all binding sites reflect sites of transcriptional activity. A comparison with histone marks can refine this landscape and help to identify those sites most likely to be active: H3K4me1 is enriched at active and primed enhancers and H3K4me3 in a promoter (i.e. most likely to be active) and stable H3K4me3 has been associated with transcription initiation [29, 30]. Table 1 shows androgen globally decreased both histone markers. In comparison, hypoxia globally increased the number of histone marker binding sites. Figure 5 A-D shows no change in the distribution of H3K4me1 in response or androgen or hypoxia. Figure 5 E-H shows an increase in the percentage of H3K4me3 located within promoter regions in response to androgen and a decrease in response to hypoxia. These observations are consistent with androgen increasing and hypoxia decreasing transcription initiation at transcriptional start sites.

**Fig. 5:**
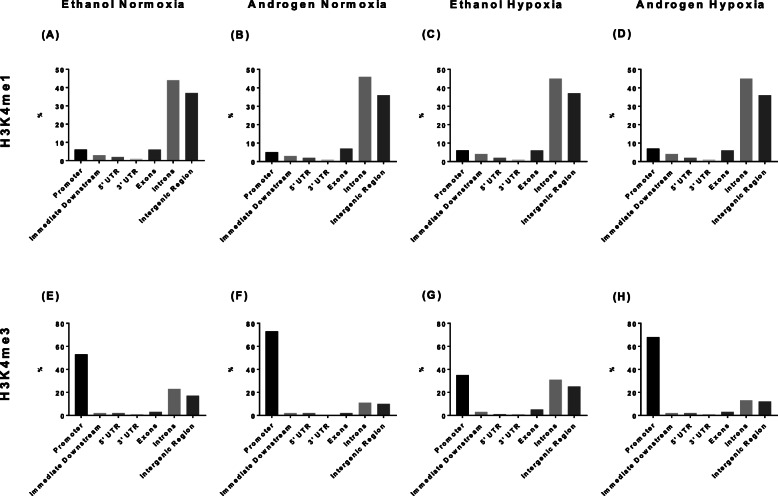
The global genomic distribution of the histone markers, H3K4me1 and H3K4me3, in the LNCaP ChIP-seq analysis. The distribution of the H3K4me1 marker did not change with androgen treatment or hypoxia (**a**-**d**). Hypoxia decreased H3K4me3 markers within promoter regions (**e** vs **g**). Synthetic androgen R1881 increased the location of H3K4me3 markers within promoter regions under normoxia (**e** vs **f**) and hypoxia (**g** vs **h**)

The locations of the transcription factors (AR, HIF) and the histone markers (H3K4me1, and H3K4me3) were analysed within the exons and introns of the seven genes identified in the gene expression analysis (Supplementary Fig. 3). Neither AR nor HIF bound within the *TWIST1* and *IGFBP3* genes (data not shown). There were more AR, HIF, H3K4me1 and H3K4me3 binding sites in *KCNN2* and *PPFIBP2* compared to the other genes (Table 2). These observations suggest that KCNN2 and PPFIBP2 are directly regulated by promoter proximal and intragenic recruitment of the AR and HIF1 whereas TWIST1 and IGFBP3 may be enhancer regulated. Indeed changes in IGFBP3 expression have been shown to be affected by and to affect the expression of a range of genes through long-range chromatin and interchromosomal interactions [31]. In addition, TWIST1 is known to function as a transcriptional driver of EMT. Consequently, although the number of genes we have identified as co-ordinately regulated by the AR and HIF1 is small in number their impact may be far-reaching.

**Table 2:** Numbers of binding sites of transcription factors and histone markers in selected gene in LNCap cells

	*KCNN2*	*PPFIBP2*	*JAG1*	*SPRED1*	*NDRG1*
AN-H-AR	4	9	1	1	0
AN-H-HIF	0	4	0	0	2
AN-H-ME1	13	25	2	2	6
AN-H-ME3	0	2	1	1	2
AN-N-AR	8	11	2	6	3
AN-N-HIF	1	0	0	0	0
AN-N-ME1	18	15	1	6	4
AN-N-ME3	1	3	1	2	1
ET-H-AR	1	7	1	0	0
ET-H-HIF	0	0	0	0	0
ET-H-ME1	15	19	2	0	5
ET-H-ME3	4	8	2	1	4
ET-N-AR	6	9	1	3	1
ET-N-HIF	0	0	0	0	0
ET-N-ME1	18	11	2	2	5
ET-N-ME3	4	5	1	1	1

AN, synthetic androgen (R1881) treatment; ET, ethanol vehicle control;

N, normoxia; H, hypoxia; AR = androgen receptor; ME1, H3K4me1;

ME3, H3K4me3

### Effect of TWIST1, KCNN2, PPFIBP2, JAG1, SPRED1, IGFBP3 and NDRG1 on prognosis

Five publically available prostatectomy gene expression cohorts were used to test the prognostic significance of the seven genes upregulated by androgen, stable HIF1a expression and hypoxia (Table 3). *TWIST1* was the most prognostic with high expression associated with poor a prognosis in three cohorts. Five of the genes were prognostic in a single cohort and *SPRED1* had no prognostic significance (Table 3). We further compared *TWIST1* to a recently published hypoxia-gene associated prognostic signature for prostate cancer [32]. The 28-gene prognostic signature was derived from the TCGA cohort, and had a significant proportion of genes absent in Sboner et al. cohort. In Taylor et al. both *TWIST1* (HR 2.45, 95% CI 1.01–5.93, *P* = 0.047) and the 28-gene signature (HR 4.48, 95% CI 1.67–12.04, *P* = 0.0030) retained prognostic significance.

**Table 3:** Prognostic significance of selected genes in prostate cancer cohorts

	Swedish	Cambridge	Long	Taylor	TCGA
*TWIST1*	**2.05** **(1.30–3.22)** ***P*** **= 0.0019**	0.95 (0.39–2.35) *P* = 0.917	1.46 (0.84–2.54) *P* = 0.178	**2.69** **(1.11–6.49)** ***P*** **= 0.028**	**1.72** **(1.13–2.60)** ***P*** **= 0.01**
*KCNN2*	**2.39** **(1.51–3.79)** ***P*** **= 0.000216**	1.91 (0.75–4.86) P = 0.17	1.52 (0.87–2.27) *P* = 0.14	1.78 (0.78–4.08) *P* = 0.17	0.84 (0.56–1.26) *P* = 0.41
*SPRED1*	NA	0.90 (0.36–2.23) *P* = 0.81	0.76 (0.44–1.32) *P* = 0.33	0.96 (0.43–2.13) *P* = 0.91	0.96 (0.64–1.44) *P* = 0.85
*PPFIBP2*	NA	1.21 (0.49–3.02) *P* = 0.68	**1.73** **(0.99–3.03)** ***P*** **= 0.05**	0.86 (0.38–1.92) *P* = 0.70	0.76 (0.50–1.13) P = 0.17
*JAG1*	1.36 (0.88–2.10) P = 0.17	2.23 (0.85–5.88) *P* = 0.10	**2.293** **(1.28–4.12)** ***P*** **= 0.005**	1.25 (0.56–2.80) *P* = 0.59	1.30 (0.87–1.94) *P* = 0.21
*IGFBP3*	1.00 (0.65–1.55) *P* = 0.99	1.09 (0.44–2.68) *P* = 0.86	1.56 (0.89–2.73) *P* = 0.12	1.99 (0.85–4.66) *P* = 0.11	**2.07** **(1.36–3.20)** ***P*** **= 0.0008**
*NDRG1*	**2.28** **(1.43–3.64)** ***P*** **= 0.0005**	1.43 (0.58–3.56) *P* = 0.44	0.81 (0.47–1.41) *P* = 0.45	0.78 (0.34–1.75) *P* = 0.54	0.96 (0.64–1.43) *P* = 0.82

*BCR* biochemical recurrence; *OS* overall survival; *NA* not applicable

Values are hazard ratios (95% confidence intervals). Cohorts were stratified by the median expression of each gene

## Discussion

Hypoxia and HIF1a signaling are widely regarded as cause and consequence, but there is increasing evidence of pseudohypoxia - the expression of HIF1a in normoxia – in multiple cancers [33]. 

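HIF1A was 2.87-fold higher in HIF12 than in LNCaP/Empty in Normal by 1 of its 3 probes (log2 1.52, SE 0.29, n = 5 and 6, adjusted p = 0.00063 from limma) and 2.78-fold higher by another (log2 1.48, SE 0.22). In HIF49 the same probes gave log2 0.88 (SE 0.29, adjusted p = 0.1, not passed, but passed at 0.804 without background correction, 0.822 with plain normexp, 0.876 with only detected probes and 1.236 with array weights) and 0.80 (SE 0.22, adjusted p = 0.035), the latter lost without any 1 of 7 arrays (LNCaP/Empty Normal replicates 3, 4 and 6 and HIF49 replicates 2, 3, 4 and 5; log2 0.66 to 0.80), with median scaling (log2 0.767), with only the compared arrays in the fit (log2 0.799) and with the replicate number as a block (log2 0.802). On 4 HIF49 arrays the first probe read 10.0 to 10.35, above every LNCaP/Empty array, whereas the array labelled HIF49 Normal replicate 1 read 7.45, as the plot of HIF1A probes shows. Without that array HIF1A was higher in HIF49 by log2 1.41 (SE 0.14, adjusted p = 1.7e-08) and 1.16 (SE 0.15, adjusted p = 3.1e-06).

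**Figure D2:**
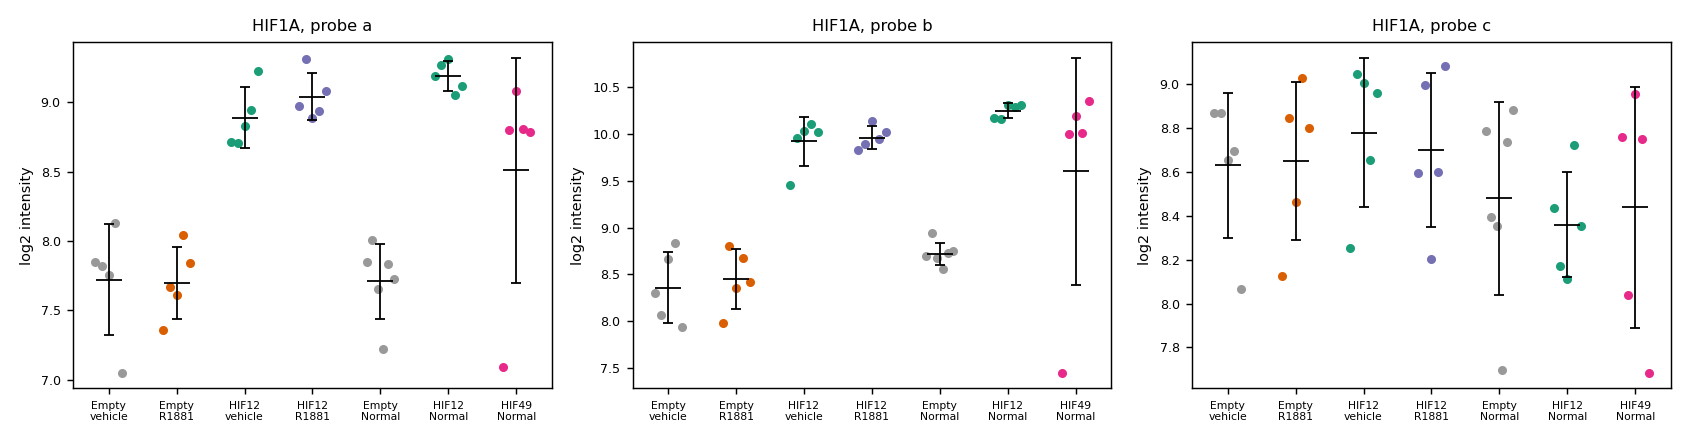
Log2 level of the 3 HIF1A probes on each array by group (points), with the mean and SD (bars). The array labelled HIF49 Normal replicate 1 read 7.45 and 7.09 on the probes that were higher in HIF12, below the other HIF49 arrays.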

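Most known targets of HIF and hypoxia did not pass the thresholds in the HIF1a clones. Among 60 such genes, HIF12 in vehicle had 4 higher (CA12, IGFBP3, NDRG1 and TMEM45A), 2 lower (CITED2 and PLIN2) and 54 not passed (camera adjusted p = 0.19). In Normal, HIF12 again had 4 higher, with HK1 in place of IGFBP3, and 2 lower (ERO1A and PLIN2; adjusted p = 0.56), and HIF49 had 0 higher, 1 lower (PLIN2) and 59 not passed (adjusted p = 0.78; 15 genes had an unadjusted p under 0.05 in limma). TMEM45A in vehicle, detected on no LNCaP/Empty array, did not pass without background correction, with plain normexp or in the deposited table, nor PLIN2 in HIF12 in Normal, detected on no HIF12 array there, without background correction or in the deposited table. CA12, a carbonic anhydrase, was 1.99-fold higher in HIF12 in vehicle (adjusted p = 1.1e-05), and VEGFA did not pass (log2 -0.14, adjusted p = 0.76). On the same probe VEGFA read lower in HIF12 than in LNCaP/Empty with R1881 (8.31 ± 0.11 against 8.87 ± 0.12, SD). In Normal it read 7.33 ± 0.17 in HIF12, 7.82 ± 0.22 in HIF49 and 7.82 ± 0.24 in LNCaP/Empty. Neither HIF12 difference reached 1.5-fold, but that with R1881 passed without any 1 of 3 arrays (log2 -0.603 to -0.589). Of 24 glycolysis enzymes, LDHB was higher in HIF12 in vehicle and HK1 in Normal, and 23 did not pass in each (adjusted p = 0.24 and 0.095; the latter 0.0089 without LNCaP/Empty Normal replicate 2, 0.033 without HIF12 Normal replicate 2 and 0.048 without HIF12 Normal replicate 1). HK1 was lost without HIF12 Normal replicate 3 (log2 0.575) and with running numbers in blocks of 12 (log2 0.583), and LDHB without LNCaP/Empty vehicle replicate 5 (log2 0.495) or HIF12 vehicle replicate 3 (log2 0.574) and with blocks of 6 (log2 0.533) or 12 (log2 0.569). In HIF49 all 24 did not pass (adjusted p = 0.58), 6 with an unadjusted p under 0.05 in limma. Of 28 genes that the study assigned to the response to hypoxia in parental LNCaP, HMOX1, NDRG1 and VEGFB (2.14-fold) were higher in HIF12 in vehicle and 25 did not pass. HMOX1 was lost without any 1 of 5 arrays (LNCaP/Empty vehicle replicates 1, 2 and 5 and HIF12 vehicle replicates 1 and 5; log2 0.509 to 0.578), with cyclic loess (log2 0.581) or array weights (log2 0.565), and without background correction (log2 0.316). That list ranked above the other genes (adjusted p = 8.1e-05), a call lost with an estimated correlation (adjusted p = 0.068). In Normal it did not pass in HIF12 (adjusted p = 0.24, and 0.039 without LNCaP/Empty Normal replicate 2) or in HIF49 (adjusted p = 0.25). Of 19 glycolysis and gluconeogenesis genes of the study, PGM1 was lower in HIF12 in vehicle and 18 did not pass (adjusted p = 0.98). CA9 had no probe named for it.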

Our LNCaP/HIF1a clones represent a model of pseudohypoxia. Stable HIF1a increased cell growth in the absence and presence of the synthetic androgen R1881, and promoted resistance to ADT in vitro and in vivo. Hypoxia and HIF have already been implicated in the development and progression of CRPC [34, 35]. Hypoxia was shown to induce AR independence and confer resistance to ADT through a metabolic switch favoring glycolysis [18]. Pseudohypoxia has also been linked to the metabolic switch from oxidative phosphorylation to glycolysis [36]. Expression of HIF1a in normoxia has been reported in androgen dependent prostate cells and in this study we report expression of HIF1a in cells resistant to ADT (LNCaP-Bic, LNCaP-OHF) and in the androgen independent PC3 cell line ^10 22^. This study adds to the evidence implicating hypoxia and HIF1a in androgen independence, CRPC and ADT resistance.

The high expression of HIF1a in CRPC further supports the role of HIF1a in aggressive, androgen dependent prostate cancer. Whether the high expression of HIF1a was associated with pseudohypoxia or hypoxia could not be determined in this study. In future studies the hypoxia marker pimonidazole alongside HIF1a would provide a valuable insight into the contribution of hypoxia and pseudohypoxia in CRPC.

Gene expression analysis showed few genes were regulated in common by AR, hypoxia, and HIF1a. The finding suggests the signaling pathways act independently and regulate the expression of different subsets of genes. 

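R1881 also induced the androgen targets in HIF12 cells. SGK1 was 12.3-fold higher than in vehicle (log2 3.62, SE 0.15, n = 5 per group, adjusted p = 1.5e-18 from limma), TMPRSS2 3.86-fold, FKBP5 3.29-fold and KLK3 2.09-fold. In HIF12, 214 genes were higher and 49 lower with R1881, and 180 genes were higher in both lines. Without background correction, or in the deposited table, 112 were higher and 18 lower in HIF12. Of 72 androgen response genes 34 were higher, 0 lower and 38 did not pass (35 higher adjusted over the list alone; 50 had an unadjusted p under 0.05 in limma; camera adjusted p = 6.6e-84). The difference between the responses of the lines passed the test for 2 genes, TUBA3C, an alpha tubulin with close paralogs (adjusted p = 1.4e-06), and SLC2A3, a glucose transporter (adjusted p = 0.02). Neither was detected on any vehicle array of either line, so that the sizes of these responses and of their difference were not measured. With R1881, TUBA3C read 6.98 ± 0.20 in LNCaP/Empty and 5.94 ± 0.14 in HIF12 (log2, SD), and SLC2A3 read 6.89 ± 0.25 and 5.95 ± 0.19, at least 2-fold and at least 1.06-fold above vehicle. The SLC2A3 call was lost with median scaling, cyclic loess or plain normexp, without background correction, and without any 1 of 6 arrays (LNCaP/Empty vehicle replicate 1 and R1881 replicate 3, HIF12 vehicle replicates 2 and 4 and R1881 replicates 1 and 4; fitted difference -0.96 to -0.89, over a baseline at background). The differences of FKBP5 (log2 -0.66, adjusted p = 0.28) and JAG1 (log2 -0.67, adjusted p = 0.82) did not pass. No gene responded more in HIF12 (0 genes in limma; 1248 genes differed in either direction at an unadjusted p under 0.05). Without background correction or in the deposited table 1 gene responded more and 9 less, and with plain normexp 0 and 4. In each of 3 other fits 1 gene responded more: with 1 probe per gene, with the replicate number as a block, and without LNCaP/Empty R1881 replicate 2. As a list the androgen response genes changed less in HIF12 (median difference -0.10, adjusted p = 2.9e-06), a call lost with an estimated correlation (adjusted p = 0.11), and 6 of them were lower adjusted over the list alone. From the small number of genes regulated in common, the paper proposes that the signaling pathways act independently.

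**Figure D3:**
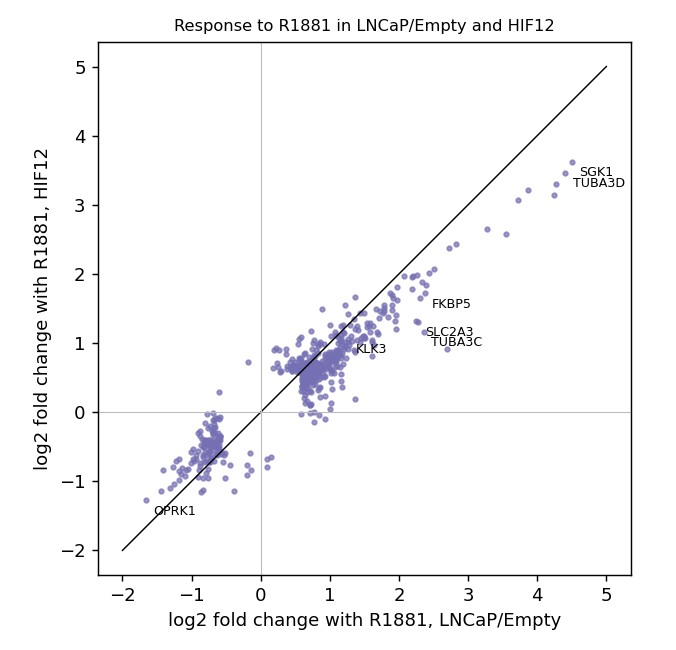
Log2 fold change with R1881 in HIF12 against that in LNCaP/Empty for the probes called in either line, with the line of equal response. SGK1 lay at 4.50 in LNCaP/Empty and 3.62 in HIF12.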

Other studies have reported both positive and negative crosstalk between androgen/AR and hypoxia/HIF1a [18, 37, 38]. Globally there were substantially more AR binding sites than HIF binding sites, demonstrating androgen signaling dominance over HIF signaling in the prostate cancer cells studied. Interestingly, hypoxia decreased the number of AR binding sites. This observation contrasts with studies showing hypoxia enhances AR activity [38–40]. The variability in concentration and duration of androgen treatment and hypoxia across studies is most likely responsible for the conflicting results. The observed decrease in androgen binding sites under hypoxia in our study may be explained by conformational changes in chromatin structure induced by 12 h exposure to 1% hypoxia, which may restrict the accessibility of AR binding sites [41].

The locations of the AR DNA binding sites in the ethanol vehicle control and R1881 treated cells were highly conserved. The 2-fold increase in AR binding sites with R1881 treatment added to the existing AR binding sites that were occupied in the absence of R1881. In comparison, the DNA binding sites occupied by HIF under normoxia were located in different regions to the HIF binding sites occupied under hypoxia, indicating that HIF binds to different sites in the DNA and promotes the expression of a different subset of genes under pseudohypoxia and hypoxia. Histone marks associated with active transcription were globally decreased within the DNA following synthetic androgen R1881 treatment. In contrast hypoxia marginally increased the presence the two histone marks, and it has previously been reported that hypoxia rapidly increases histone methylation independently of HIF [42]. Despite decreasing the prevalence of H3K4me3, the location of this histone mark within promoter regions was increased as a result of R1881 treatment and indicates enhanced transcriptional activity.

We found few HIF transcription factor binding sites within the introns and exons of the seven genes upregulated by androgen and HIF1a suggesting the HIF regulated expression of these genes is most likely driven by it binding to distal sites [43]. The greatest number of AR binding sites within the genes was observed with androgen treatment under normoxia, with a reduction in the number of AR binding sites under hypoxia. This decrease in AR binding sites under hypoxia was observed globally, possibly as a result of hypoxia induced conformational changes in the DNA which restrict the accessibility of AR binding sites. This implies that the functional relationship between the AR and HIF1a cannot be defined based on physical interaction and colocalization of these transcription factors at particular binding sites in the genome, in contrast to some studies on ETS factors. Instead there are potentially higher order changes in chromatin conformation that could permit independent distal sites occupied by these two transcription factors to interact and perhaps interfere with each other. An in-depth exploration of this is beyond the scope of this study and will require chromosome conformation capture methods coupled to high-throughput sequencing. It also is possible that many of the HIF1a effects on AR binding are much more indirect than this and reflect changes in i) intracellular signaling and metabolism ii) concomitant epigenetic changes for example in DNA methylation iii) changes in the expression and of other transcription factors which collectively impact on AR recruitment and gene regulation. In-depth dissection of each of these aspects awaits future studies however it is intriguing that amongst the small number of genes upregulated by both androgen and HIF one, TWIST1, is a transcription factor and was the most prognostic.

Upregulated TWIST1 and AR expression have previously been reported in a castration resistant LNCaP mouse model, implicating crosstalk between epithelial mesenchymal transition and castration resistance [44]. TWIST1 was also shown to upregulate AR expression and to be upregulated in response to ADT [45]. The variability in prognostic significance between the cohorts may in part be due to use of different gene expression platforms. A further limitation is that most patients in the cohorts had primary prostate cancer treated by radical prostatectomy without hormone therapy and were mostly low and intermediate risk patients. Considering the seven genes identified in this study are upregulated by androgen, HIF1a and/or hypoxia it is hypothesized that they promote disease progression and development of CRPC and it would be interesting to look at the expression of these genes in high risk and advanced prostate cancer cohorts. As AR and HIF signaling axes are active in CRPC these seven genes are potential biomarkers of aggressive disease that might be useful to predict likely disease progression towards CRPC [46, 47].

## Conclusion

In this study the absence of HIF1a and endogenous androgen in vivo resulted in regression of tumor growth but HIF1a signaling could restore tumor growth in the absence of AR signaling. The data presented here indicate simultaneous therapeutic inhibition of the HIF1a and AR signaling pathways is a potential therapeutic strategy, as has previously been proposed [47]. We show that the oncogenic signaling pathways target the expression of different subsets of genes but both promote proliferation, tumor growth and disease progression. The relationship between the AR and HIF1a signaling pathways and their association with the development of CRPC could be exploited to identify predictive biomarkers of progression to CRPC and dual targeting of the AR and hypoxia/HIF1a should be further investigated for patients most at risk of developing CRPC.

## Supplementary information

**Additional file 1.**

## Data Availability

Microarray and ChIP-seq data generated have been deposited within the National Center for Biotechnology Information (*NCBI*) Gene Expression Omnibus (GEO) database (https://www.ncbi.nlm.nih.gov/geo/) under GSE114734.

## Abbreviations

ADT: Androgen deprivation therapy
AR: Androgen receptor
BCR: Biochemical recurrence free
Bic: Bicalutamide
ChIP: Chromatin immunoprecipitation
CRPC: Castrate resistant prostate cancer
HIF1a: Hypoxia inducible factor 1a
PSA: Prostate specific antigen
OHF: Hydroxyflutamide

# Supplementary material for: Independence of HIF1a and androgen signaling pathways in prostate cancer
**Source:** BMC Cancer. 2020 May 25;20:469. doi: 10.1186/s12885-020-06890-6
**Supplement:** Supplementary file 1 — Additional file 1.

(A)

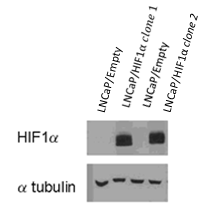

(B)

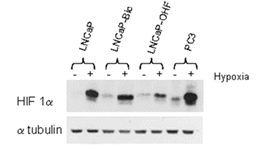

**Supplementary Figure 1.** A, stable overexpression of HIF1a was established in two clones (LNCaP/HIF1a). HIF1a expression was undetectable in the LNCaP/Empty control cell line. B, HIF1a expression was detectable under normxic conditions in the LNCaP bicalutamide resistant (LNCaP-Bic), LNCaP hydroxy flutamide resistant (LNCaP-OHF) and androgen independent PC3 but not in the androgen dependent LNCaP. Exposure to 1% oxygen increased HIF1a expression in all of the cell lines. Full-length blots are presented in Supplementary Figure 4.

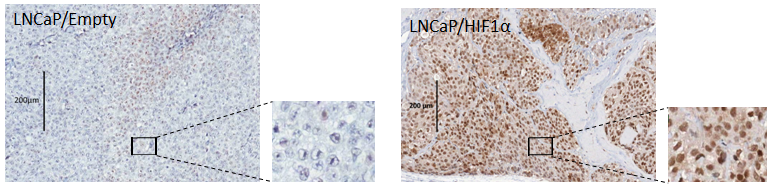

(B)

(A)

**Supplementary Figure 2.** HIF1a immunohistochemistry was performed on the CRPC and matched benign tissue TMAs. A, *ex vivo* immunohistochemistry confirmed HIF1a overexpression in the LNCaP/HIF1a tumors and negative HIF1a staining in the LNCaP/Empty tumors. B, TMAs were constructed using tissue biopsies from 41 patients, 62 tumor and 61 matched benign tissues were stained for HIF1a. Constitutively high expression of HIF1a was observed in CRPC (68%) compared to benign tissue (8%). All of the CRPC tissue stained positive for HIF1a, of the benign tissues 26% were HIF1a staining negative.

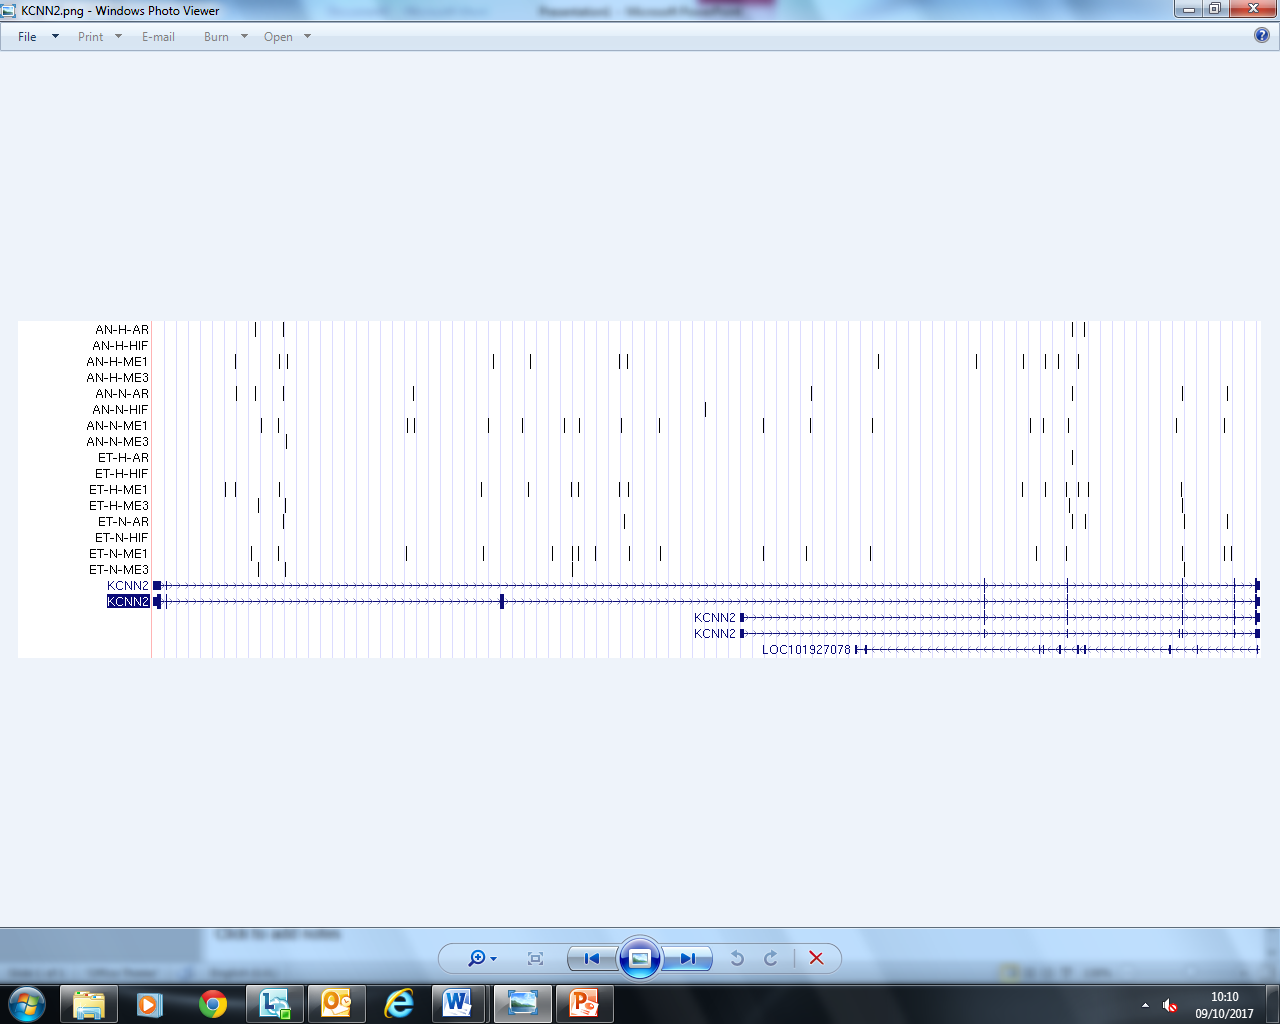

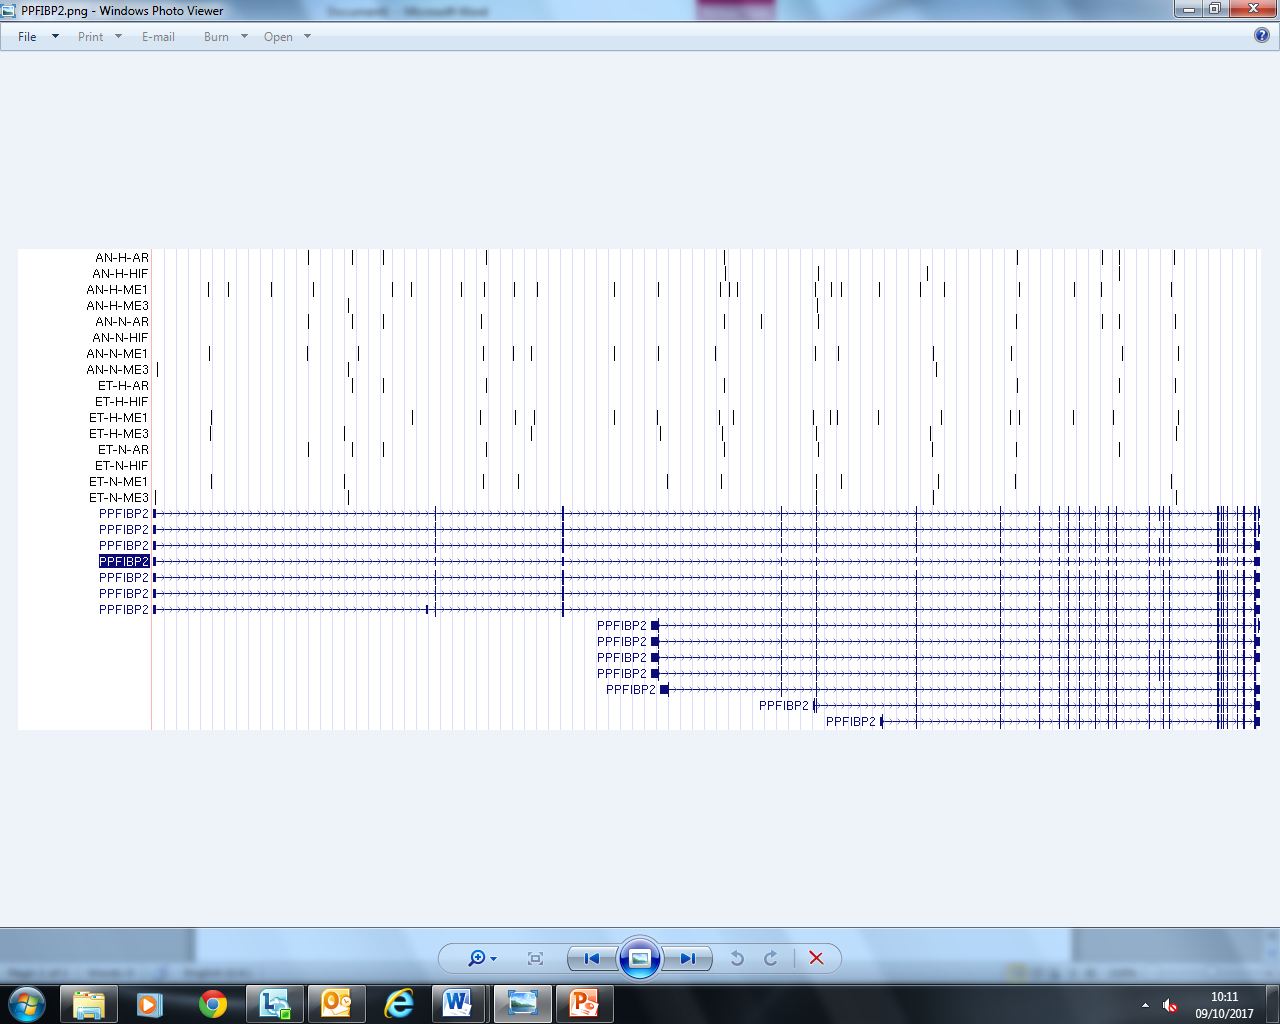

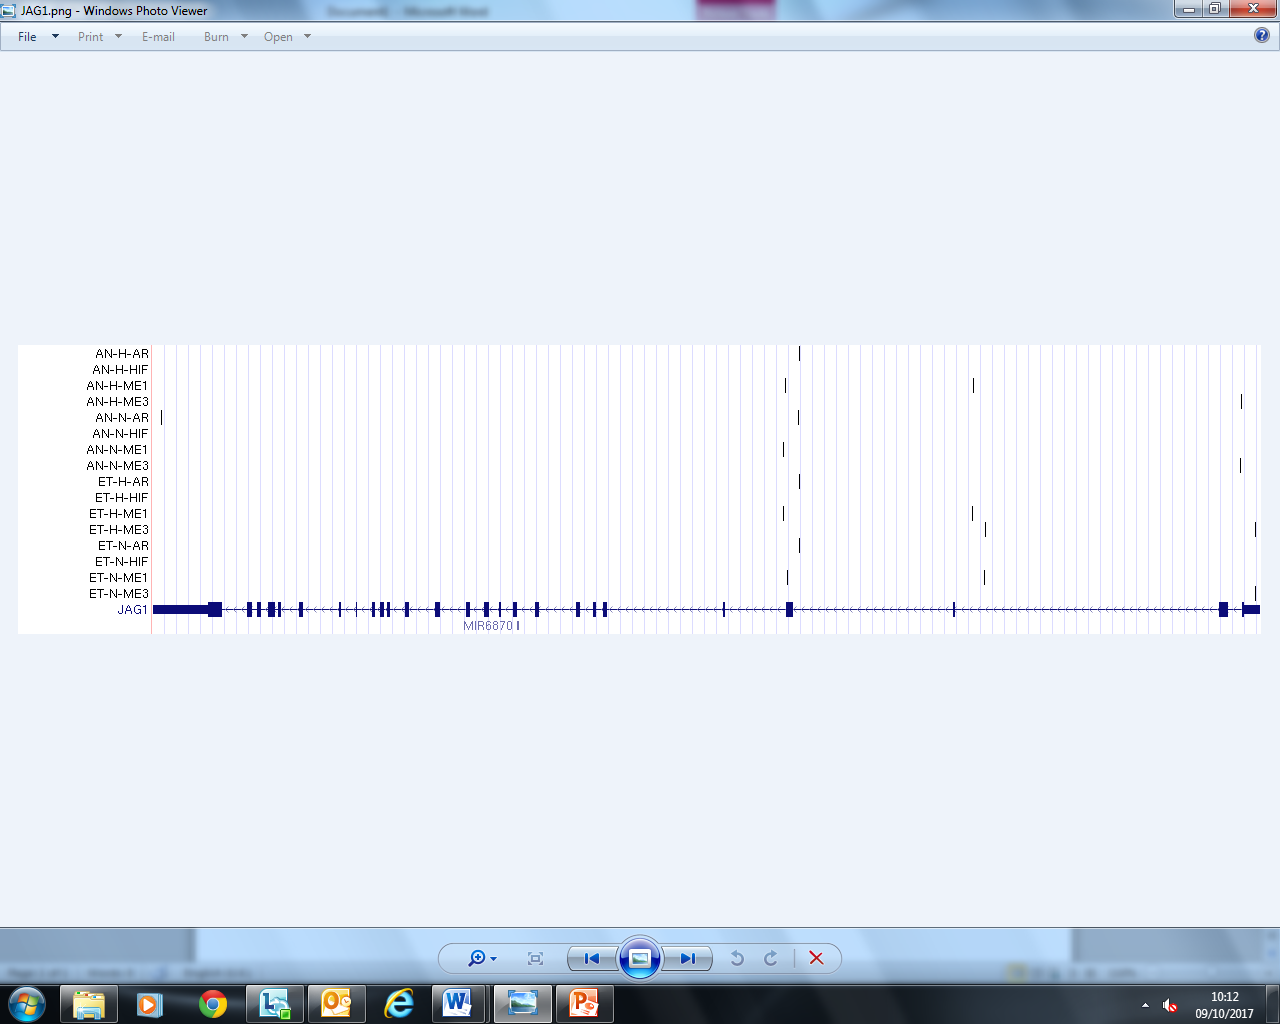

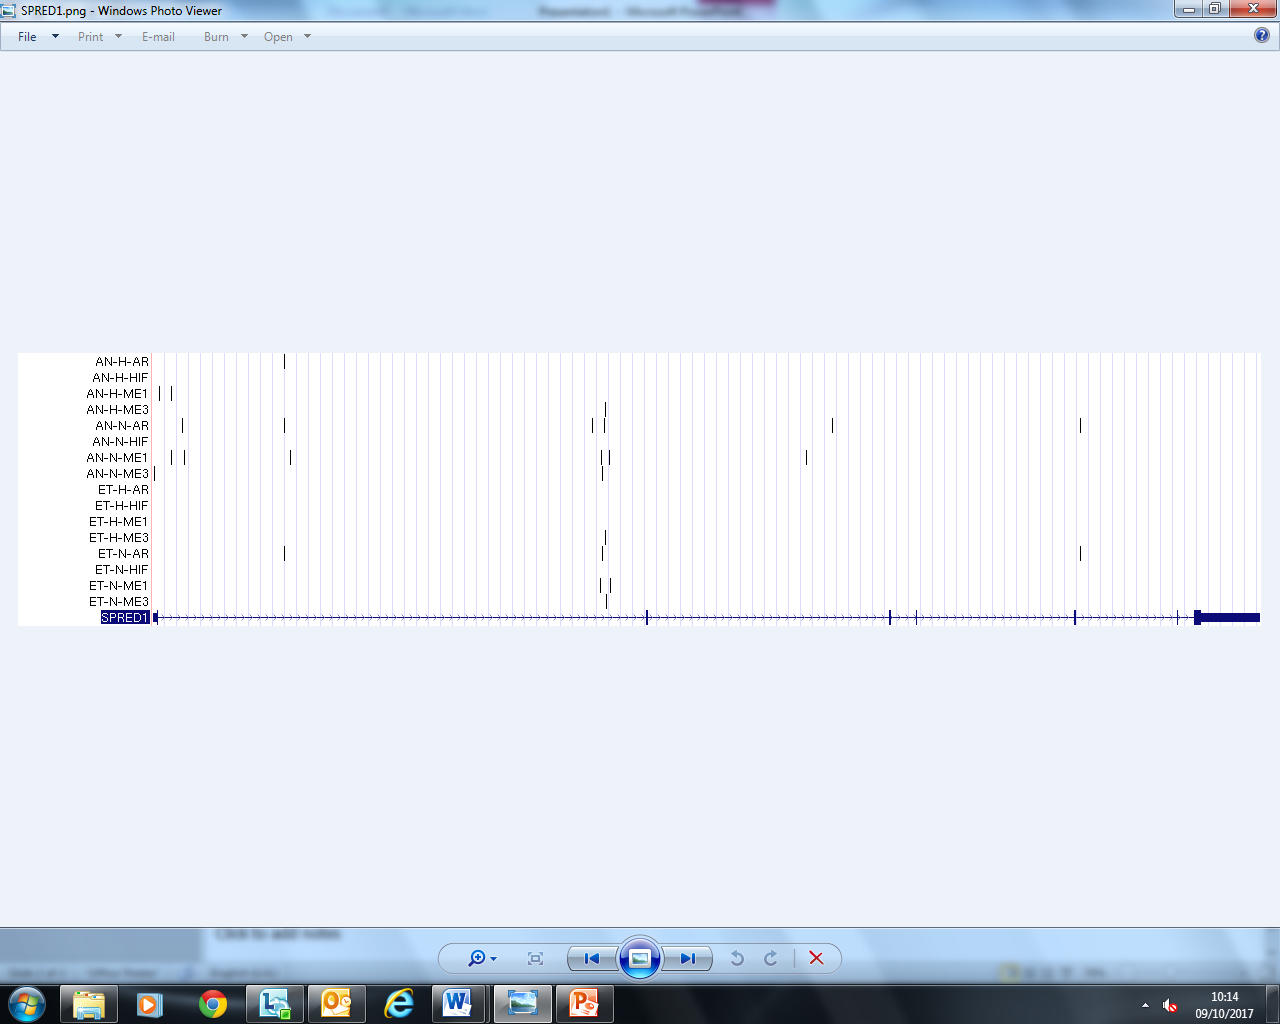

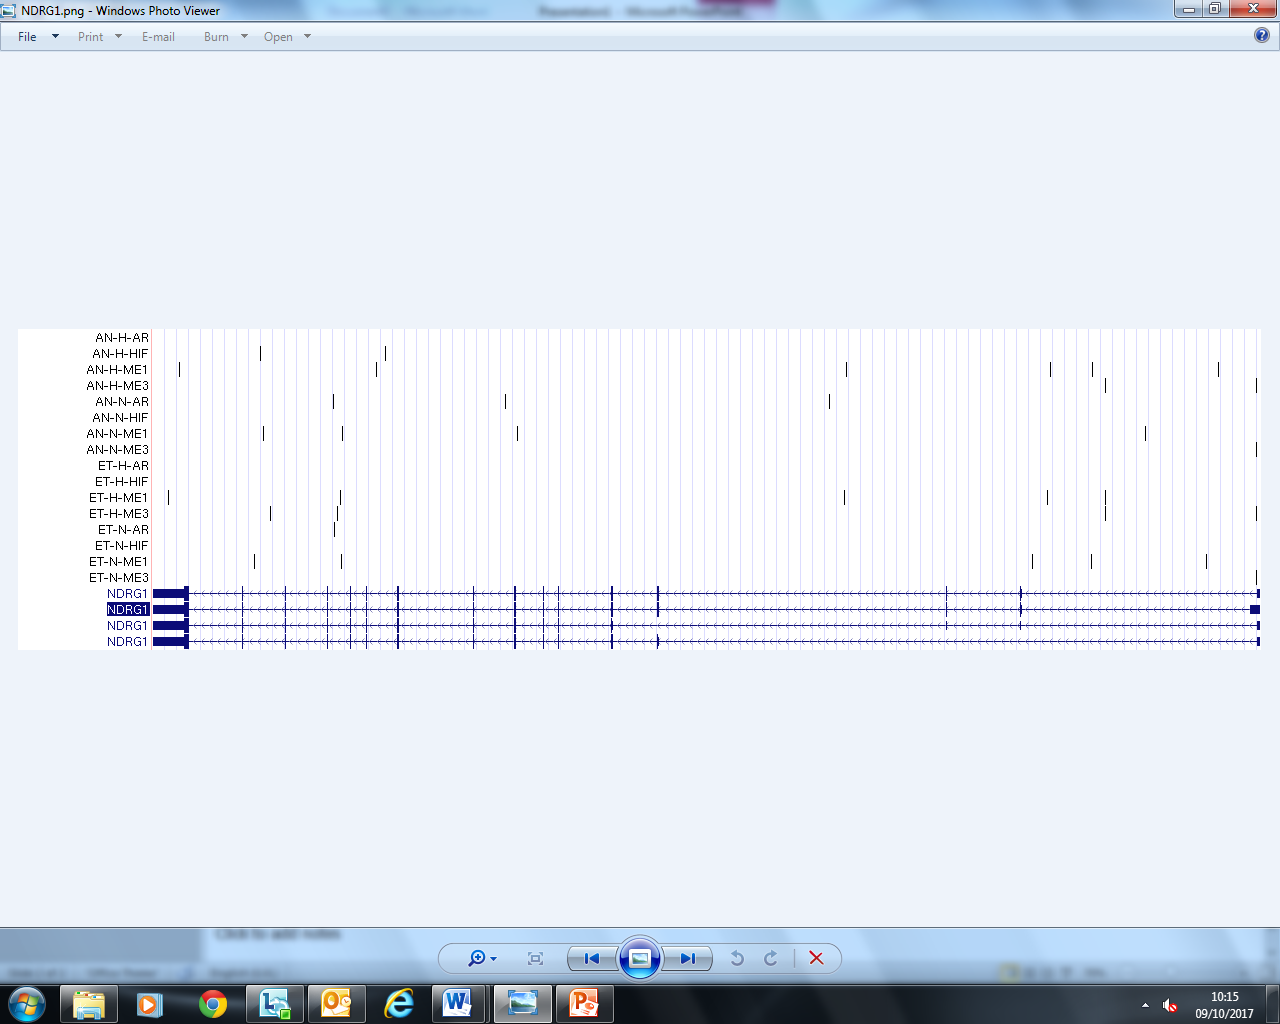

**Supplementary Figure 3.** HIF, AR, H3K4me1 and H3K4me3 binding sites within the introns (lines and arrows) and exons (boxes) of KCNN2, PPFIBP2, JAG1, SPRED1 and NDRG1. The ChIP-seq was performed using the LNCaP cell line following exposure to R1881 or ethanol under normoxia or hypoxia. The vertical lines represent the binding sites of the antibodies used to detect the annotated transcription factor or histone marker. AN; androgen R1881 treatment, ET; ethanol vehicle control, N; normoxia, H; hypoxia, ME1; H3K4me1 and ME3; H3K4me3.

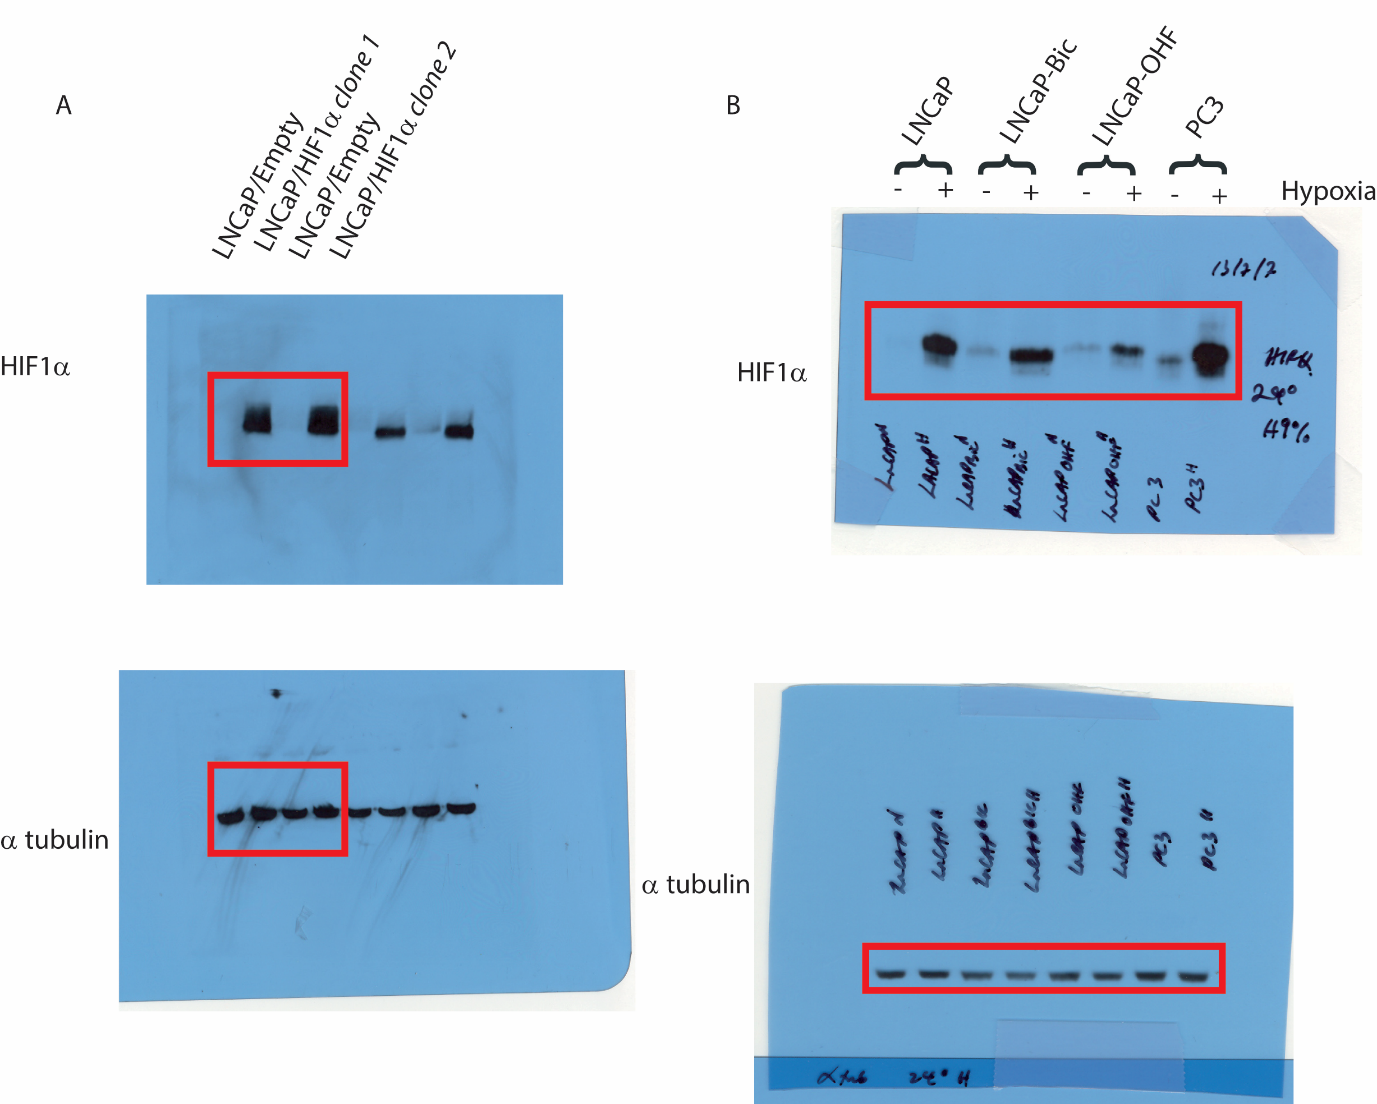

**Supplementary Figure 4.**  Full-length blots associated with supplementary figure 1. Blots were scanned and saved as .JPEG files and .TIFF format image files. Image files were opened in Adobe Photoshop and a Grayscale was imposed. Contrast and brightness were adjusted uniformly across the blot area and the blots were cropped as indicated by the red boxes on each blot.

**Supplementary Table I.** Publically available gene expression cohorts used in this study.

| Author | GEO Accession Number | Gene Expression Platform | Sample |
| --- | --- | --- | --- |
| TCGA [39] | N/A | Illumina RNA-seq | Surgical tissue |
| Taylor et al [16] | GSE21032 | Affimetrix Human Exon Arrays | Surgical tissue |
| Long et al [17] | GSE54460 | Illumina HiSeq | Surgical tissue |
| Sboner et al [18] | GSE16560 | Human 6k transcriptionally informative gene panel for DASL | Surgical tissue |
| Ross Adams et al [15] | GSE70770 | Illumina HT12 v4 BeadChip arrays | Surgical tissue |
| Massie et al [1] | GSE18684 | Illumina Human WG v2 BeadArray | Cell lines |

| GO Reference | Description | Number of Genes | Genes |
| --- | --- | --- | --- |
| GO:0045669 | Positive regulation of osteoblast differentiation | 8 | WNT7B, CEBPB, CEBPD, NPPC, JAG1, BMPR1B, BMPR1A, CYR61 |
| GO:0070059 | Intrinsic apoptotic signaling pathway in response to endoplasmic reticulum stress | 7 | TNFRSF10B, CEBPB, CHAC1, ERN1, TRIB3, PMAIP1, DDIT3 |

**Supplementary Table II.** GO and KEGG analysis of the 336 genes upregulated by androgen.

**Supplementary Table III.** GO and KEGG analysis of the 579 hypoxia upregulated genes.

| GO Reference | Description | Number of Genes | Genes |
| --- | --- | --- | --- |
| GO:0006351 | Transcription, DNA-templated | 87 | CREBRF, ZNF821, ZNF296, PPARG, CBX4, CBX2, RORA, MXI1, CBX8, ZNF16, GTF2IRD2B, GATA2, SAP30, CIPC, ZNF350, CGGBP1, KDM5B, SERTAD2, KMT5B, ELMSAN1, ZBTB21, ZFX, ARID5A, GTF2IRD2, NCOA7, IRF2BP2, TLE1, HES6, LPIN2, DAPK3, TOX2, DDIT3, ZFP37, EYA3, ASCL2, MAPK1, HES4, MNX1, TGIF1, PIAS2, VGLL4, ZNF586, CRTC3, ING2, CIART, FHL2, TRIB3, ZNF511, CXXC5, ZNF654, ZNF653, HINFP, CASZ1, BCL3, BCL6, BCL9L, KDM3A, HBP1, BHLHE40, ENO1, KLF6, ERF, CEBPB, CREBZF, KLF10, ZMYM5, TEAD2, HNRNPDL, MRGBP, POLR3C, BIRC2, TET1, FOXP1, UIMC1, ZNF165, RLF, ATXN1, PHF3, PHF1, NUPR1, ID1, IRF6, JMJD6, EBF2, KDM4B, PHF21A, ID3 |
| GO:0045944 | Positive regulation of transcription from RNA polymerase II promoter | 53 | NAMPT, ELF3, PPP2R5B, ELF4, ZNF821, PPARG, RORA, FOS, ACVR1B, GATA2, ZNF350, YAP1, TNIP1, CYR61, EGFR, ARHGEF2, NCOA7, DLL1, GPER1, LPIN2, DDIT3, JUN, NCK1, VEGFA, UBC, NFE2L1, PIAS2, MAPK7, CRTC3, SOX4, EGLN1, ATF2, SQSTM1, BCL3, KDM3A, BCL9L, DDX41, FOXD1, MAFF, CEBPB, CEBPG, ARID3A, TEAD2, TET1, FOXP1, RLF, ATF4, ATF3, CSRNP1, EBF2, IRF1, RBPJ, KLF4 |
| GO:0000122 | Negative regulation of transcription from RNA polymerase II | 43 | CREBRF, USP3, EFNA1, ZNF296, PPARG, CBX4, FHL2, TRIB3, CBX2, CXXC5, CBX8, ATF2, GATA2, SAP30, ZNF350, TSC22D3, CGGBP1, SQSTM1, YEATS2, HINFP, BCL6, BHLHE40, NFIL3, ERF, KLF10, KLF11, TLE1, HES6, FOXP1, DDIT3, FNIP1, ASCL2, ATF3, ID1, VEGFA, UBC, MNT, PHF21A, TGIF1, ID3, RBPJ, KLF4, VLDLR |
| GO:0045892 | Negative regulation of transcription, DNA-templated | 37 | ELF3, CIART, PPARG, CBX4, FHL2, TRIB3, TRIM11, CIPC, ZNF350, HINFP, YEATS2, BCL3, BCL6, BHLHE40, KDM5B, FOXD1, ENO1, CEBPB, ZBTB21, CREBZF, KLF10, ARID5A, KLF11, TLE1, UIMC1, FOXP1, DDIT3, ATXN1, CDKN1B, ID1, JUN, IRF1, ID3, RBPJ, RASD1, RBM15, KLF4 |
| GO:0043065 | Positive regulation of apoptotic processes | 28 | CDK19, LDHA, ING2, TNFRSF12A, SAV1, BNIP3, SOX4, SQSTM1, HMOX1, BCL6, FAM162A, ARHGEF2, KLF11, HRK, GPER1, DAPK3, JMY, ATF4, DUSP1, NUPR1, BNIP3L, UBC, SIAH1, ID3, GADD45B, GADD45A, IGFBP3, CAMK1D |
| GO:0008285 | Negative regulation of cell proliferation | 27 | ING2, SOX4, MXI1, PTEN, SPRY1, CDKN2C, CDKN2D, BCL6, NDRG1, ING1, TES, CGRRF1, KLF10, KLF11, DLL1, PIM2, GPER1, CDKN1B, BTG1, IRF6, JUN, MNT, IRF1, DNAJB2, RBPJ, IGFBP3, KLF4 |
| **GO:0001666** | **Response to hypoxia** | **20** | **LDHA, CLDN3, BNIP3, PDLIM1, EGLN1, BIRC2, DDIT4, ASCL2, PKM, VEGFB, LONP1, CDKN1B, PLOD1, CXCR4, ANG, PLOD2, HMOX1, VEGFA, HSD11B2, ALKBH5** |
| GO:0061621 | Canonical glycolysis | 15 | ALDOA, PFKL, PFKFB4, PFKFB3, ALDOC, HK2, PGAM1, PFKP, HK1, PKM, GPI, ENO2, PGK1, GAPDH, ENO1 |
| GO:0007050 | Cell cycle arrest | 15 | CGRRF1, TBRG4, RRAGD, DDIT3, JMY, CDKN1B, IRF6, CDKN2C, RASSF1, CDKN2D, ILK, IRF1, HBP1, PPP1R15A, GADD45A |
| GO:0006096 | Glycolytic process | 14 | ALDOA, LDHA, PFKL, ALDOC, HK2, PGAM1, HK1, GPI, PGAM4, PGM1, ENO2, PGK1, GAPDH, ENO1 |
| GO:0030308 | Negative regulation of cell growth | 13 | ACVR1B, CDKN1B, BTG1, CDKN2C, CDKN2D, PSRC1, PPARG, BCL6, DNAJB2, SESN2, ING1, ENO1, SERTAD2 |
| GO:0006094 | Gluconeogenesis | 12 | ALDOA, GPI, ATF4, ATF3, ALDOC, PGAM4, PGM1, ENO2, PGAM1, PGK1, GAPDH, ENO1 |
| **GO:0071456** | **Cellular response to hypoxia** | **12** | **ZFP36L1, VASN, STC2, HMOX1, VEGFA, BNIP3L, BNIP3, STC1, FAM162A, NDRG1, RORA, PTEN** |
| GO:0043433 | Negative regulation of sequence-specific DNA binding transcription factor activity | 10 | ID1, CEBPG, HMOX1, PIM1, PIAS2, EGLN1, BHLHE40, ID3, FLNA, DDIT3 |
| GO:0070373 | Negative regulation of ERK1 and ERK2 cascade | 9 | SPRY1, ATF3, DUSP1, PTPRR, GPER1, ERRFI1, PTEN, TNIP1, KLF4 |
| GO:0006950 | Response to stress | 9 | EGFR, MAPK1, CGRRF1, SQSTM1, DUSP10, HILPDA, GADD45B, ERRFI1, GADD45A |
| GO:0071276 | Cellular response to cadmium ion | 8 | AKR1C3, MT1A, HMOX1, MT1E, MT1H, MT1X, MT1G, MT1F |
| GO:0045926 | Negative regulation of growth | 6 | MT1A, MT1E, MT1H, MT1X, MT1G, MT1F |
| GO:0071294 | Cellular response to zinc ion | 6 | MT1A, MT1E, MT1H, MT1X, MT1G, MT1F |
| KEGG  Reference | Description | Number of Genes | Genes |
| Hsa04010 | MAPK signaling pathway | 25 | DUSP10, MAP4K2, MKNK2, FGF13, CACNB3, ATF2, FOS, MAX, MAPT, MAP3K1, HSPA6, PPP3CC, EGFR, PTPRR, FLNA, DDIT3, DUSP5, MAPK1, ATF4, DUSP1, JUN, HSPB1, MAPK7, GADD45B, GADD45A |
| Hsa01130 | Biosynthesis of antibiotics | 21 | BCKDHA, ALDOA, ODC1, LDHA, PFKL, ALDOC, PFKP, HK2, PGAM1, HK1, ACLY, AK4, PKM, GPI, CTH, PGAM4, PGM1, ENO2, PGK1, GAPDH, ENO1 |
| Hsa00010 | Glycolysis and gluconeogenesis | 17 | ALDOA, MINPP1, LDHA, PFKL, ALDOC, HK2, PGAM1, PFKP, HK1, PKM, GPI, PGAM4, PGM1, ENO2, PGK1, GAPDH, ENO1 |
| Hsa01200 | Carbon metabolism | 15 | ALDOA, PFKL, ALDOC, HK2, PGAM1, PFKP, HK1, PKM, GPI, PGAM4, ENO2, PGK1, GPT2, GAPDH, ENO1 |
| Hsa05230 | Central carbon metabolism in cancer | 13 | EGFR, PFKL, PFKP, HK2, PGAM1, HK1, SLC7A5, PTEN, PKM, SLC16A3, MAPK1, PGAM4, SLC2A1 |
| Hsa01230 | Biosynthesis of amino acids | 13 | ALDOA, PFKL, ALDOC, PFKP, PGAM1, PKM, CTH, PGAM4, ENO2, PGK1, GAPDH, GPT2, ENO1 |
| **Hsa04066** | **HIF-1 signaling pathway** | **13** | **EGFR, MAPK1, CDKN1B, PFKFB3, VEGFA, SLC2A1, MKNK2, ENO2, HK2, HK1, EGLN1, GAPDH, ENO1** |
| Hsa00051 | Fructose and mannose metabolism | 9 | ALDOA, MPI, PFKL, PFKFB4, PFKFB3, ALDOC, HK2, PFKP, HK1 |
| Hsa00500 | Starch and sucrose metabolism | 9 | GPI, GBE1, PYGL, PGM1, HK2, HK1, AMY1C, AMY1B, AMY1A |
| Hsa04978 | Mineral absorption | 9 | MT1A, SLC30A1, HMOX1, MT1E, SLC31A1, MT1H, MT1X, MT1G, MT1F |
| Hsa00030 | Pentose phosphate pathway | 6 | ALDOA, GPI, PFKL, ALDOC, PGM1, PFKP |

How the deposited data were processed for this re-analysis (not part of the article)

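Gene expression was measured on 36 Illumina BeadArrays in 7 groups: LNCaP/Empty and the HIF1a clone HIF12, each with vehicle, with R1881 or as Normal, and the HIF1a clone HIF49 as Normal. LNCaP/Empty Normal had 6 arrays and every other group 5. The study's design lists 42 samples, and the parental LNCaP and hypoxia arrays were not analyzed here. The study names an older Illumina array than the probe table of the deposited data, whose probe names were used as given.

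The deposited intensities were scanner values per probe with detection p-values, neither background corrected nor normalized. A second deposited table held the same arrays quantile normalized on a linear scale, without background correction and without log transformation. Its ranks followed those of the scanner values within each array. The study names background correction, normalization, log2 transformation and LIMMA, but no method for the first 2 steps, and it left out probes with poor match scores, a filter that could not be repeated because the probe table holds no such scores.

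Of 48107 probes, 30113 carried 1 gene name, 8 carried several and 17986 carried none. The 2 probes with missing values were left out, and the 48105 tested gave 20045 genes. Values were background corrected with nec of limma 3.58.1 (R 4.3.3), which infers the negative controls from the detection p-values, with an offset of 16, then quantile normalized over all arrays and log2 transformed. No filter on dim probes was used. Detection meant a detection p under 0.01. The arrays correlated with each other at 0.9343 to 0.9934, and all 36 correlated best with an array of their own group.

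A linear model with 1 mean per group and a shared variance was fitted to all arrays with limma (lmFit and eBayes), so that each adjusted p here comes from limma unless another test is named. Comparisons were R1881 against vehicle in LNCaP/Empty and in HIF12, HIF12 against LNCaP/Empty in vehicle, R1881 and Normal, HIF49 against LNCaP/Empty and against HIF12 in Normal, and the difference of the androgen effects of the 2 lines. A gene passed at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 1.5-fold on at least 1 probe. Where a probe was not detected on any array of 1 group, the fold is a lower bound against the detection limit, and a fitted difference that involves such a group is named as fitted and is no measured size. In simulated data with known changes in groups of these sizes, 34% of genes changed 1.5-fold and 96% of those changed 2-fold were called. All genes changed 3-fold or 4-fold were called, with 4 false calls. Changes near 1.5-fold were thus often missed, and 29 of the 50 changed 1.5-fold had an adjusted p under 0.05 in limma at any size. The changes were placed only in probes detected on at least 5 arrays, with independent noise, so that these shares do not cover dimmer probes.

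The named genes were the 10 largest increases and 5 largest decreases with R1881 in LNCaP/Empty and in HIF12 vehicle, 5 of each in the other comparisons, up to 3 members of each gene list, the genes the study names, and a short set of HIF and androgen markers. Only genes whose groups of arrays did not overlap and that were detected throughout the higher group entered the ranking. The genes of the study were known when this rule was written. CA9 and KCNN2 had no probe named for them. The rule, the comparisons, the thresholds and the gene lists were set before the data were examined.

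The 19 lists held androgen response genes, luminal, basal and neuroendocrine markers, HIF and hypoxia targets, glycolysis enzymes, oxidative phosphorylation, cholesterol and fatty acid synthesis, ATF4 and ER stress, interferon response, metallothioneins, cell cycle, immediate early genes, Notch signaling, epithelial junctions, epithelial-mesenchymal genes, and genes that the study assigned to androgen, hypoxia and glycolysis terms in parental LNCaP. The study's androgen terms were those it listed for its androgen-upregulated genes, osteoblast differentiation and apoptosis in response to endoplasmic reticulum stress. They are not terms for the androgen response itself. The lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation, and with fry. Adjustment was over 114 tests in 6 comparisons. A list is said to pass by camera at the preset correlation, which ranks it against the other genes, whereas fry tests whether its genes move 1 way on balance and compares them with no other genes. An adjusted p of a list with no test named is that of camera. Overlaps of lists were compared with the number that independent lists share, with Fisher's exact test over genes and with lists matched on mean signal.

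Alternatives were no background correction, plain normexp with an offset of 50, median scaling, cyclic loess, the deposited normalized table, only the 19105 probes detected on at least 5 arrays, only the compared arrays, the replicate number as a block, the running number of the labels in blocks of 6 (and, added after the data were seen, of 12), array weights (statmod 1.5.0), no fold threshold, 1 probe per gene, and each array left out in turn. A block by chip was not fitted, because the files name no chips. Deviations of arrays of different groups correlated at 0.073 on average within a block of 12 running numbers and at -0.035 between blocks.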

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

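The tests of 1 shared response of both clones, of a mislabelled sample and of transgene loss were chosen or reworded only after their results or related values were seen, and the remaining tests of this part were set before. The blocks of 12 running numbers and the ratio over probes detected on every array were added after the data were seen. The overlap of androgen and HIF1a genes was first weighed here too, and was replaced by the array that stands apart after the values of both were seen; its values stand beside the overlap of the paper.

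The 2 HIF1a clones differed from each other at 645 genes in Normal, more than HIF12 (406) or HIF49 (346) differed from LNCaP/Empty. TCEA3 was at least 35.3-fold higher and MAGEC2 at least 6.93-fold lower in HIF49 than in HIF12. The count argues against 1 array or an array block as the source, since it was 635 without the array labelled HIF49 Normal replicate 1 and 632 with blocks of 12 running numbers in the fit. A single response to HIF1a that differs in size is argued against by 23 genes in opposite directions. They were higher than LNCaP/Empty in 1 clone and lower in the other, but are not 23 separate measured reversals. MAGEC2 was detected on no LNCaP/Empty or HIF49 array in Normal, so that its lower level in HIF49 is background. Members of 1 gene family (VCX, VCX2, VCX3A and VCX3B) were counted apart. A slope of the HIF49 on the HIF12 fold changes was used first for this test, with a bound of 0.5. It was 0.229 to 0.293 with the control arrays divided between the clones. What stays open is how much of the difference came from the level of HIF1a and how much from the cloning of each line, which was not tested.

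R1881 changed genes less in HIF12 than in LNCaP/Empty. The difference passed for the androgen response list (camera adjusted p = 2.9e-06, lost with an estimated correlation, adjusted p = 0.11, and in fry, adjusted p = 0.082). It also passed for the genes of the study's androgen terms (median -0.17, camera adjusted p = 0.001, and 0.012 with an estimated correlation). Those are genes of osteoblast differentiation and endoplasmic reticulum stress that the study found upregulated by androgen in parental LNCaP. A list chosen by that response can favor a larger change in LNCaP/Empty, so its pass does not decide the question. The fitted differences of TUBA3C (log2 -1.20) and SLC2A3 (log2 -0.97) rest on vehicle levels that were not detected in either line and give no size. Over 361 probes chosen by their mean response in both lines, the mean log2 change was 1.11 in LNCaP/Empty and 0.91 in HIF12, a ratio of 0.82 (exact permutation p = 0.0012), which argues against the choice of genes by their response in LNCaP/Empty, and over the 235 of these probes detected on every array of the 4 groups the ratio was 0.807. The ratio stayed under 1 with every other background correction and normalization tried (at most 0.887), with blocks of 12 running numbers (0.824), and with each array left out (0.802 to 0.894), and was 0.862, 0.759 and 0.905 within the 3 blocks. The array HIF12 vehicle replicate 4 read the androgen target TMPRSS2 at 12.55, beside 11.04 to 11.26 on the other arrays of its group. Without it 242 genes were higher with R1881 in HIF12, in place of 214. The ratio without it lay within the range over all arrays left out, at most 0.894, and is not given singly. The exact permutation test was run with this array included and was not repeated without it. A lower response caused by HIF1a and any other property of this clone cannot be told apart, since only 1 HIF1a clone was given R1881.

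The array labelled HIF49 Normal replicate 1 read HIF1A at 7.45 and 7.09 on the probes on which the other HIF49 arrays read at least 10 and 8.78, and it had the lowest mean correlation with its group (0.957, others from 0.977) and the fewest detected probes. A sample of another line was first tested by the share of 190 separating probes nearer to the other HIF49 arrays, with a bound of 90%; at 74.2% that test left the question open. A second test, chosen after this value was seen, gave a median of 0.942 of the difference kept at these probes beside -0.224 to 0.099 for arrays of the other lines, which argues against LNCaP/Empty or HIF12 as its source but not against a mixed sample or a sample from outside the study. Loss of the transgene with a return of the other genes to LNCaP/Empty is argued against by 0.898 of the difference kept at 402 probes. Loss of the transgene alone leaves unexplained that HIF1A, at 7.45 and 7.09, read below LNCaP/Empty in Normal (8.72 ± 0.12 and 7.71 ± 0.27). On the third HIF1A probe this array read 0.4 above the mean of the other HIF49 arrays. Such a loss also leaves unexplained that 1287 of 12901 detected probes lay over 2-fold from the other 4 arrays (median of 2 for the other arrays). Noise in single probes stays open too, since deviations at pairs of probes of 1 gene correlated at 0.345 across genes (other arrays 0.047 to 0.54), between the bounds set for either answer.

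For each count of genes that differ, 1 of 100 divisions of the same arrays, the real one, reached it. Apart from the difference of the androgen effects, this met the criterion set before, under 5 of 100. It argues against a chance division of the arrays in the fit used throughout. Divisions that mix 2 groups add any real difference to the spread, so that their counts are no estimate of false calls. For the difference of the androgen effects the test does not decide. There the margin was 1 gene, and the other divisions were not run in the fits in which the real count was 1. The real counts and the highest of the other divisions were 364 and 19 for R1881 in LNCaP/Empty, 373 and 45, 545 and 16, and 406 and 50 for HIF12 in vehicle, R1881 and Normal, 346 and 207 for HIF49, 263 and 79 for R1881 in HIF12, 2 and 1 for the difference of the androgen effects and 645 and 181 for the clones.

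Single arrays stood apart from their group in 14 of 126 sets of values tested, where chance gives 6.3. By correlation with the group, besides the HIF49 array, this was LNCaP/Empty Normal replicate 4 (0.989, others from 0.991). For HIF1A it was HIF12 vehicle replicate 1 (9.46) and, on the third probe, LNCaP/Empty vehicle replicate 5 (8.07). For IGFBP3 it was LNCaP/Empty vehicle replicate 5 (10.36) and HIF12 R1881 replicate 5 (10.74), for NDRG1 LNCaP/Empty R1881 replicate 1 (11.42) and HIF12 R1881 replicate 3 (11.64), for SPRED1 HIF12 vehicle replicate 4 (9.42) and the array labelled HIF49 Normal replicate 1 (8.47), for TMPRSS2 HIF12 vehicle replicate 4 (12.55) and for VEGFA HIF12 Normal replicate 2 (5.81).

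The paper reports no gene counts for R1881 in HIF12, where 214 genes were higher, for HIF49, where 173 were higher than in LNCaP/Empty, or for genes lower in HIF12 vehicle, of which there were 182.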

How the results depend on the processing

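The blocks of 12 running numbers were the only setting of this part chosen after the data were seen.

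Of the gene counts, overlaps and the covariance, 179 values under other settings and 711 with 1 array left out stayed within 1.5 times the reported value or within its error, and 81 and 9 did not. Counts are given as higher and lower. No gene or list that had passed turned its direction and the covariance stayed above 0 under these settings (it fell to -0.00257 with the vehicle arrays divided between the comparisons), but the excess of higher over lower genes turned for HIF12 in vehicle (192 and 182) and with R1881 (314 and 232) without background correction, in the deposited table and with plain normexp, and in vehicle, where the counts are near even, also with only the compared arrays (177 and 180), blocks of 6 running numbers (180 and 181), no fold threshold, and without LNCaP/Empty vehicle replicate 1 or 5 or HIF12 vehicle replicate 3 or 4. For HIF12 in Normal (200 and 208), as near even, it turned with 1 probe per gene (193 and 180) and without LNCaP/Empty Normal replicate 2, 3 or 5 or HIF12 Normal replicate 2, 3, 4 or 5, so that neither direction prevailed in these 2 comparisons.

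Without background correction, R1881 in LNCaP/Empty gave 155 and 40, HIF12 59 and 72 in vehicle, 83 and 99 with R1881 and 72 and 73 in Normal, HIF49 57 and 85, R1881 in HIF12 112 and 18, the difference of the androgen effects 1 and 9, and HIF49 against HIF12 146 and 98. The overlaps of androgen and HIF1a genes were 6 in vehicle and 6 in Normal, that of the clones 11, and the covariance 0.0037. The deposited normalized table gave the same counts except 97 genes lower in HIF49 than in HIF12, and a covariance of 0.00369. Plain normexp gave, in the same order, 167 and 46, 71 and 87, 102 and 111, 85 and 92, 71 and 98, 134 and 24, 4 lower for the difference, 173 and 109, and overlaps of 7, 7 and 15. The cause was not tested. Without the fold threshold the counts were 419 and 211, 486 and 491, 766 and 639, 463 and 588, 553 and 442, 325 and 109, and 946 and 715 for the clones, with overlaps of 51, 42 and 98, by construction larger.

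Median scaling gave 622 and 145 for HIF12 with R1881 and 1 gene lower for the difference of the androgen effects, cyclic loess 1 lower and 1 probe per gene 1 higher; the cause was not tested. Of the genes that differ in HIF12 with R1881, 57.5% were higher, 45.6% without background correction and 81.1% with median scaling.

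With the replicate number as a block the difference of the androgen effects had 1 gene higher. Deviations of arrays with the same number correlated at -0.24 to 0.21. At most 3 of 5 arrays of a comparison correlated best with their own number. This was R1881 in HIF12, with a mean of 0.07 for the same number and -0.02 for others. These values do not show that the numbers pair the arrays, but so few arrays cannot exclude it.

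With 1 array left out, the overlap in vehicle was 11 (without HIF12 vehicle replicate 4) to 20, and the difference of the androgen effects had 0 to 1 genes higher and 1 to 4 lower. It had 1 higher without LNCaP/Empty R1881 replicate 2, 4 lower without LNCaP/Empty R1881 replicate 4, and 1 lower without LNCaP/Empty vehicle replicate 1 or R1881 replicate 3, or HIF12 vehicle replicate 2 or 4 or R1881 replicate 1 or 4.

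Of values of named genes, 248 under other settings and 132 with 1 array left out lost their call and 32 and 17 gained one; of the lists, 8 and 11 lost and 14 and 9 gained. Signal limits the fold of genes undetected in 1 group, for which lower bounds are given, and leaves the androgen response of TUBA3C and SLC2A3 without a measured difference between the lines.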

Differences from the paper's values

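No test of this part was chosen after the result was seen. The deposited normalized table is itself quantile normalized without background correction. It therefore repeats the setting without background correction and is no separate alternative.

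For R1881 in LNCaP/Empty cells, 260 genes were higher here and 149 in the paper, at the same adjusted p and fold thresholds. Of the alternatives set before the data were examined, the count was within 1.5 times the paper's without background correction (155), with plain normexp (167), with median scaling (213) and in the deposited normalized table (155). It was not with cyclic loess (260), only detected probes (266), only the compared arrays (241), the replicate number as a block (263), blocks of 6 running numbers (273), array weights (270), no fold threshold (419), 1 probe per gene (256) or any 1 array left out (246 to 271).

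For stable HIF1a, 192 genes were higher in HIF12 than in LNCaP/Empty in vehicle and 56 in the paper, whose methods name LNCaP/HIF1a clone 1 for the R1881 and vehicle arrays but whose comparison does not state the treatment. The count was within 1.5 times the paper's without background correction (59), with plain normexp (71) and in the deposited normalized table (59), and not with median scaling (216), cyclic loess (187), only detected probes (202), only the compared arrays (177), the replicate number as a block (191), blocks of 6 running numbers (180), array weights (208), no fold threshold (486), 1 probe per gene (185) or any 1 array left out (172 to 206). Under other readings of the comparison the count was 314 with R1881, 200 in Normal and 173 for HIF49, and without background correction 83, 72 and 57.

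For genes higher with both androgen and HIF1a, 19 were found here and 7 in the paper. The overlap was 7 with plain normexp and 6 without background correction or in the deposited normalized table, and outside 1.5 times the paper's with median scaling (17), cyclic loess (18), only detected probes (22), only the compared arrays (14), the replicate number as a block (19), blocks of 6 running numbers (16), array weights (20), no fold threshold (51), 1 probe per gene (21) or any 1 array left out (11 to 20). TWIST1, PPFIBP2, JAG1, SPRED1, IGFBP3 and NDRG1, which the paper names, were among the 19, and KCNN2 had no probe named for it.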

Other observations

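The UGT2B genes of this section were chosen, with their comparisons, only after values were seen.

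HIF12 and HIF49 shared 39 genes higher than in LNCaP/Empty in Normal, 19.5% and 22.5% of their lists, and 55 genes lower. Independent lists would share 1.73 of the higher genes (Fisher's exact test, 1-sided, p = 5.7e-42). Without background correction the clones shared 11 higher genes. NTNG1 was at least 4.5-fold higher in HIF49 by the 1 of its 2 probes that was not detected in LNCaP/Empty, and MAP1LC3A was at least 8.86-fold lower in HIF12 and at least 8.7-fold lower in HIF49 (n = 5 and 6 arrays). TWIST1, JAG1 and COL5A2 were among the genes higher in both. Both clones share the LNCaP/Empty arrays; with these divided between the clones, 23 to 34 genes were shared (median 27), and arrays shuffled between groups after removal of the group means shared 0 in limma in each of 50 simulations, a value without effects that sets no bound for lists that hold real ones. The covariance of their fold changes was 0.0125 beside a mean of 0.0091 for the shuffled arrays, and 0.00412 to 0.00641 with the arrays divided. A set of 16 genes, NTNG1, HIF1A and TWIST1 among them, was higher in HIF12 under all 3 treatments and in HIF49. Which of these genes followed HIF1a and which were selected with the clones was not tested.

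Among the genes lower in both clones were 5 of 7 measured UGT2B genes (UGT2B10, UGT2B11, UGT2B15, UGT2B17 and UGT2B28), of which UGT2B15 and UGT2B17 are known to conjugate androgens. In Normal, UGT2B15 fell by 1.87 on the log2 scale in HIF12 (SE 0.23, adjusted p = 5.9e-07) and by 1.98 in HIF49 (adjusted p = 2e-07), and in HIF12 vehicle by 1.24 (SE 0.24, adjusted p = 0.0013). UGT2B17 fell by 1.78 and 1.60 in Normal and by 0.94 in vehicle. These 5 genes were lower and none of the family was higher in these comparisons with every scaling and background correction tried. They were singled out after their values were seen, and close paralogs of this family can bind the same probes.

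In HIF49 in Normal, 26 interferon response genes had OASL (2.26-fold), IFI35 and OAS3 higher and 23 not passed (camera adjusted p = 0.00014, and 0.0061 with an estimated correlation). In HIF12 in Normal IFIT2, IFITM1 and OASL were higher (adjusted p = 0.041, and 0.12 with an estimated correlation; 0.075 without HIF12 Normal replicate 2, 0.078 without LNCaP/Empty Normal replicate 1, 0.063 and 0.052 with running numbers in blocks of 6 and 12, and 0.061 with only detected probes), where IFITM1 and OASL, detected on 3 and 1 of 6 LNCaP/Empty arrays, did not pass without background correction (log2 0.503 and 0.45), with plain normexp or in the deposited table, and in HIF12 vehicle the list did not pass (adjusted p = 0.74). Of 43 cell cycle genes, CENPE and CENPF were higher in HIF49 and 41 did not pass (3 higher adjusted over the list alone; adjusted p = 3.9e-07, lost with an estimated correlation, adjusted p = 0.094). Without the array labelled HIF49 Normal replicate 1 OAS3 (log2 0.522) and CENPF (log2 0.487) did not pass, nor did CENPF without LNCaP/Empty Normal replicate 2 (log2 0.582) or with running numbers in blocks of 6 (log2 0.567) or 12 (log2 0.576), and without background correction OASL (log2 0.517), IFI35 (log2 0.541), OAS3 (log2 0.445), CENPE (log2 0.554) and CENPF (log2 0.55) stayed under 1.5-fold in HIF49. The 26 ATF4 and ER stress genes were lower as a list in HIF49 (median -0.23, adjusted p = 5.7e-10, and 0.023 with an estimated correlation) although 0 passed singly in limma (15 at an unadjusted p under 0.05). In HIF12 that list was higher in vehicle (SLC7A11 passed, but not without LNCaP/Empty vehicle replicate 1 or 4, log2 0.573 and 0.578, with running numbers in blocks of 6, log2 0.581, or without background correction, log2 0.358; median 0.15, adjusted p = 4.7e-05) and lower in Normal (median -0.17, adjusted p = 0.00014), both lost with an estimated correlation (adjusted p = 0.12 and 0.17). Metallothioneins were lower in Normal as a list in HIF12 (adjusted p = 0.0011, and 0.17 with an estimated correlation) and in HIF49 (MT2A lower of 9, but not without HIF49 Normal replicate 3, log2 -0.58, or with only the compared arrays in the fit; adjusted p = 0.00014, and 0.12 with an estimated correlation), and did not pass in HIF12 vehicle (higher, adjusted p = 0.077), where they passed as higher without background correction or in the deposited table (adjusted p = 0.047), with median scaling (0.045), only the compared arrays (0.035) or blocks of 6 (0.018), and without LNCaP/Empty Normal replicate 2 (0.042) or 3 (0.047). The 25 cholesterol and fatty acid synthesis genes were higher as a list in HIF49 (adjusted p = 0.01, and 0.11 with an estimated correlation; 0.069 without the array labelled HIF49 Normal replicate 1 and 0.052 with only detected probes).

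With R1881 in LNCaP/Empty, 5 of 14 luminal markers were higher, SLC45A3 (3.1-fold) among them, and 9 did not pass (adjusted p = 1.3e-11, and 9.7e-05 with an estimated correlation). Of 18 Notch genes HEY1, HES6 and JAG1 were higher (adjusted p = 0.025, lost with an estimated correlation, adjusted p = 0.12), and of 26 immediate early genes JUN, KLF4, KLF6 and SPRED1 were higher and MYC lower (adjusted p = 0.0091, lost with an estimated correlation, adjusted p = 0.095). HEY1, detected on 1 of 5 vehicle arrays, did not pass without background correction or in the deposited table (log2 0.558), nor HES6 with median scaling (log2 0.534). The Notch call was lost without LNCaP/Empty R1881 replicate 1 (adjusted p = 0.10) or vehicle replicate 2 (0.063), 3 (0.074) or 4 (0.082), and the immediate early call without R1881 replicate 3 (0.063). Of 13 genes that the study assigned to androgen terms in parental LNCaP, 6 were higher, WNT7B and PMAIP1 among them, and 7 did not pass (camera adjusted p = 5.6e-18, and 3.8e-08 with an estimated correlation). The study had drawn these genes of osteoblast differentiation and endoplasmic reticulum stress from those upregulated by androgen in LNCaP. Their rise here was thus built into the list and is no independent result. The remaining lists did not pass in camera with R1881: epithelial junctions (GRHL2 and KRT19 higher of 17, KRT19 not without background correction, with plain normexp or in the deposited table, adjusted p = 0.066, but 0.043 without LNCaP/Empty R1881 replicate 2 and 0.049 without the array labelled HIF49 Normal replicate 1), epithelial-mesenchymal genes (SNAI2 and TWIST1 higher of 24, of which 14 were never detected, adjusted p = 0.58, but 0.018 with only detected probes), ATF4 and ER stress (adjusted p = 0.18), glycolysis enzymes (SLC2A3 higher, adjusted p = 0.22), basal markers (1 lower of 13, adjusted p = 0.26), cell cycle (adjusted p = 0.49), cholesterol and fatty acid synthesis (adjusted p = 0.55), interferon response (adjusted p = 0.23), metallothioneins (adjusted p = 0.78), neuroendocrine markers (adjusted p = 0.69) and oxidative phosphorylation (adjusted p = 0.38, but 9.7e-05 with median scaling). The study's hypoxia and glycolysis terms did not pass either (adjusted p = 0.37 and 0.98). In fry, which compares with no other genes, epithelial junctions (adjusted p = 6.4e-05) and epithelial-mesenchymal genes (0.00059) moved up and basal markers (0.043) down on balance, although the median of the epithelial-mesenchymal genes was -0.08 beside a mean of 0.17.

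In HIF12 vehicle the genes of the study's androgen terms (osteoblast differentiation and endoplasmic reticulum stress) were higher as a list (camera adjusted p = 0.014). That call was lost with an estimated correlation (adjusted p = 0.063) and with only detected probes (adjusted p = 0.052). Of 13 genes, JAG1 and PMAIP1 were higher and BMPR1B lower. PMAIP1 did not pass without LNCaP/Empty vehicle replicate 3 or 5 or HIF12 vehicle replicate 4 (log2 0.636, 0.621 and 0.56). It was also lost with running numbers in blocks of 6 (log2 0.52) or without background correction. BMPR1B, not detected in HIF12 vehicle, did not pass without background correction. Among epithelial-mesenchymal genes TWIST1 was higher while VIM, vimentin, fell by 1.73 on the log2 scale (SE 0.15, detected on 4 of 5 HIF12 arrays), and 22 did not pass (adjusted p = 0.65). Luminal markers (2 higher and 2 lower, adjusted p = 0.7), immediate early genes (3 higher of 26, adjusted p = 0.66), Notch genes (adjusted p = 0.55), basal markers (adjusted p = 0.58), neuroendocrine markers (1 higher and 1 lower, adjusted p = 0.48), epithelial junctions (adjusted p = 0.54), cell cycle (adjusted p = 0.94), cholesterol and fatty acid synthesis (adjusted p = 0.21) and oxidative phosphorylation (adjusted p = 0.4) did not pass in camera. In fry, cholesterol and fatty acid synthesis moved up on balance (adjusted p = 0.038).

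In the difference of the androgen effects, the study's hypoxia terms ranked lower as a list (median -0.10, 0 of 28 genes passed in limma and 6 had an unadjusted p under 0.05, adjusted p = 0.025). That call was lost with an estimated correlation (adjusted p = 0.34), was not made by fry (adjusted p = 0.25), and was lost with median scaling (0.4), with running numbers in blocks of 6 (0.11) or 12 (0.052), and without LNCaP/Empty R1881 replicate 1 (0.075) or vehicle replicate 2 (0.053) or 4 (0.056). Of the study's 13 androgen terms genes 0 passed singly in limma (4 at an unadjusted p under 0.05, 2 lower adjusted over the list alone).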
